# The dynamic effect of genetic variation on the in vivo ER stress transcriptional response in different tissues

**DOI:** 10.1093/g3journal/jkac104

**Published:** 2022-04-29

**Authors:** Nikki D Russell, Clement Y Chow

**Keywords:** ER stress, regulatory variation, G×E, tissue effects, genetic variation, in vivo mouse

## Abstract

The genetic regulation of gene expression varies greatly across tissue-type and individuals and can be strongly influenced by the environment. Many variants, under healthy control conditions, may be silent or even have the opposite effect under diseased stress conditions. This study uses an in vivo mouse model to investigate how the effect of genetic variation changes with cellular stress across different tissues. Endoplasmic reticulum stress occurs when misfolded proteins accumulate in the endoplasmic reticulum. This triggers the unfolded protein response, a large transcriptional response which attempts to restore homeostasis. This transcriptional response, despite being a conserved, basic cellular process, is highly variable across different genetic backgrounds, making it an ideal system to study the dynamic effects of genetic variation. In this study, we sought to better understand how genetic variation alters expression across tissues, in the presence and absence of endoplasmic reticulum stress. The use of different mouse strains and their F1s allow us to also identify context-specific *cis-* and *trans-* regulatory variation underlying variable transcriptional responses. We found hundreds of genes that respond to endoplasmic reticulum stress in a tissue- and/or genotype-dependent manner. The majority of the regulatory effects we identified were acting in *cis-*, which in turn, contribute to the variable endoplasmic reticulum stress- and tissue-specific transcriptional response. This study demonstrates the need for incorporating environmental stressors across multiple different tissues in future studies to better elucidate the effect of any particular genetic factor in basic biological pathways, like the endoplasmic reticulum stress response.

## Introduction 

Genetic variation rarely acts in isolation and changes in environmental conditions or tissue-type can drastically alter the effect of a particular variant (Eichler *et al.* 2010; Nickels *et al.* 2013; Matsui and Ehrenreich 2016; Rask-Andersen *et al.* 2017). This genotype × environment (G×E) effect is pervasive in biology and is defined as a genotype-specific phenotypic response to different environments (Grishkevich and Yanai 2013). G×E effects are particularly evident in RNA levels where context-specific changes in expression are the norm (Li *et al.* 2006; Hodgins-Davis and Townsend 2009; Grishkevich *et al.* 2012; Glass *et al.* 2013). Tissue-type can have significant effects on gene expression across different genetic backgrounds. For example, the GTEx consortium has made significant progress in understanding the genetic architecture underlying gene expression across tissues in healthy human individuals and the large effect that different tissues can have on these patterns (GTEx Consortium 2017). By studying G×E effects in different tissues, we are uncovering tissue-specific genetic mechanisms that underly a variable phenotypic response to environmental stimuli. Without including this complexity, we risk missing important elements of these interactions. This study uses the endoplasmic reticulum (ER) stress response to evaluate how G×E interactions alter gene expression across tissue type and stress conditions.

The ER is a major site of protein and lipid synthesis, protein folding, and calcium storage (Alberts *et al.* 2002). ER stress occurs when misfolded proteins accumulate in the ER lumen because of overwhelming protein folding demands or improper protein folding (Lin *et al.* 2008). Cells respond to ER stress with the well-conserved unfolded protein response (UPR), a coordinated series of cellular processes that reduces ER protein load and increases the ability of the ER to clear misfolded proteins (Travers *et al.* 2000; Jonikas *et al.* 2009). The UPR consists of changes in gene expression which is initiated through the 3 main signaling branches of the UPR: IRE1, ATF6, and PERK (Ron and Walter 2007). If the UPR is unable to restore ER homeostasis, it will activate apoptosis pathways. The response to misfolded proteins is essential for maintenance of basal cellular conditions and critical when there are any changes in the cellular environment (Ron and Walter 2007).

Despite being a conserved, basic cellular function, the ER stress response is subject to inter-individual variation in *Drosophila*, mouse, and humans (Dombroski *et al.* 2010; Chow *et al.* 2013, 2015, 2016). In *Drosophila*, we used natural genetic variation to demonstrate that susceptibility to ER stress is highly variable across strains and is associated with single nucleotide polymorphisms (SNPs) in canonical and novel ER stress genes (2013, Chow *et al.* 2016). We also used mouse embryonic fibroblasts (MEFs) from inbred mouse strains to uncover a complex *cis-* and *trans-* genetic architecture underlying the variable transcriptional response to ER stress among different genetic backgrounds (Chow *et al.* 2015). Another study demonstrated that the ER stress response is variable among immortalized human B cells from diverse individuals (Dombroski *et al.* 2010). These previous studies show that there is an entire layer of genetic variation that is silent under healthy conditions, but alters expression under ER stress. However, all past mouse and human studies examining the G×E interactions under ER stress utilized in vitro cell culture. G×E studies in other contexts have clearly shown that genetic architecture changes drastically across different tissue types (GTEx Consortium 2017; Taylor *et al.* 2018; Marderstein *et al.* 2021).

Here, we report that tissue type and ER stress have strong effects on how genetic variation impacts transcript levels. We identified hundreds of genes that showed variability in their response to ER stress that were dependent on tissue type and genetic background. These genes are enriched for processes, such as metabolism, inflammation, and immunity. Strikingly, in contrast to previous studies where noncanonical ER stress genes were found to be variable (Chow *et al.* 2015), we found that some genotype-dependent ER stress response genes in vivo are involved in pathways with clear roles in the ER stress response, indicating that at least some variability in response is derived from canonical ER stress genes. Our study design employed F1 mouse crosses to uncover the *cis-* and *trans-* regulatory variation that underlies the variable ER stress transcriptional response. We found that genetic variation has a complex and context-specific role in regulating the variable transcriptional response in the mouse, especially when it comes to tissue type. This study expands the understanding of the ER stress transcriptional response and the *cis-/trans-* regulatory variation that impacts this network in different environmental contexts. Together, these findings have implications for identifying ER stress response modifiers, tissue-specific effects, and elements that make up the highly variable ER stress response.

## Materials and methods

### Mice

C57BL/6J (B6) and CAST/EiJ (CAST) mice were obtained from Jackson Laboratories (Bar Harbor, ME). F1s were generated by crossing female B6 mice to male CAST mice. 6 male mice of each genotype (B6, CAST, and F1) of approximately 15–23 weeks of age were used for the experiment. Mice from each genotype were randomly assigned control or TM treatments. The 3 different genotypes were all housed together based on litters and house separately after treatment. All experiments involving mice were performed according to institutional IACUC and NIH guidelines.

### Tunicamycin injection and RNA extraction

We administered tunicamycin (TM) or DMSO (control) (Sigma) with an intraperitoneal injection. TM induces ER stress by inhibiting protein N-glycosylation in the ER, causing an accumulation of misfolded proteins and a strong UPR (Tkacz and Lampen 1975). TM was dissolved in DMSO (Sigma) to achieve a 2.5 × 10^−4 ^mg/µl concentration. To induce ER stress in the mouse model, we injected mice with a final concentration of 1 mg of TM per 1 kg mouse weight (same concentration for DMSO control mice) (Choy *et al.* 2017; Feng *et al.* 2017). The final concentration of DMSO in the control injection was well below the maximum amount that has been reported to be well tolerated in mice through IP injection (Gad *et al.* 2006). After injection, mice were allowed to recover for 8 h. Mice were then euthanized and organs were harvested and stored at −80°C. RNA was isolated by Trizol (Ambion) and Direct-zol RNA MiniPrep Kit (Zymo Research) RNA column extraction protocol.

### Illumina mRNA sequencing and alignment

mRNA sequencing was performed on 18 samples (3 genotypes × 3 replicates × 2 treatments) for liver and 18 samples for kidney, for a total of 36 samples. Samples were prepared and sequenced by the Huntsman Cancer Institute High-Throughput Genomics Core. Library prep was performed using Illumina TruSeq Stranded Total RNA Library Prep Ribo-Zero Gold. The 36 samples were then sequenced on the NovaSeq 2 × 50 bp Sequencing, for a total of approximately 25 million paired reads per sample. Fastq files were trimmed by using seqtk v1.2 software. Parental RNA-seq reads were aligned to strain-specific reference genomes using Bowtie2 v2.2.9 software (Langmead and Salzberg 2012). B6 and CAST genomes were obtained from Ensembl (http://ftp.ensembl.org/pub/release-103/fasta/; accessed 2022 May 3). Masked reference genomes were created using bedtools v2.28.0 (Quinlan and Hall 2010). Known CAST variants were replaced with ambiguous N nucleotides in the B6 genome. F1 reads were aligned to masked genomes using STAR v2.6 software, to allow for a more variant aware alignment (Dobin *et al.* 2013). Alignment to the respective parental genomes of B6 and CAST had similar alignment rates (B6: 89.18%; CAST: 86.35%). Alignment of the F1 transcripts to the masked genome led to lower alignment rates, most likely due to the ambiguous nature of the masked genome, but still fell within the acceptable range for RNA-seq analysis (F1: 70.08%) (Conesa *et al.* 2016; Musich *et al.* 2021). F1 alignment to a masked genome does not appear to favor the reference genome (B6) based on our results which showed no bias toward the B6 allele (Supplementary Fig. 1, a and b). Alignment files were sorted and converted using samtools v1.12 (Li *et al.* 2009).

### Quantification of expression levels

The Deseq2 default normalization method (median of ratios) was used to normalize counts (Love *et al.* 2015). For each genotype, condition, and tissue type, principal component analysis was used to identify outlying samples. For a given tissue, within a genotype, we required the TM samples to be clustered together and the control samples to be clustered together. We also performed clustering and heatmap analyses with the gene expression data for each group to look for sample clustering of the TM samples and the control samples. If a given replicate was not with the appropriate cluster in the principle component analysis (PCA) and the sample clustering heatmaps, it was removed from the analysis. At least 2 replicates remained after removing outliers for each combination of tissue, genotype, and condition. The exact number of resulting samples were:

Liver:

B6 control: *N* = 3; TM: *N* = 2

CAST control: *N* = 2; TM: *N* = 3

F1 control: *N* = 3; TM: *N* = 2

Kidney:

B6 control: *N* = 3; TM: *N* = 3

CAST control: *N* = 3; TM: *N* = 3

F1 control: *N* = 3; TM: *N* = 3

Remaining samples were reanalyzed using Deseq2 v1.28.1. A gene was considered “expressed” if the Deseq2 value of base mean was ≥5. A gene was considered significantly altered by ER stress if it met a 1.5-fold (5% FDR) change cutoff. Despite some groups containing lower sample sizes due to outlier removal, we are still confident in our results. Deseq2 is designed to offer consistent performance, even for small studies with few replicates (Love *et al.* 2014).

### Effect of genetic background and tissue type on fold-change levels

To identify genes that were significantly impacted by tissue-type in each individual genotype, we used the same Deseq2 pipeline described above which uses the default Wald-test, but incorporated tissue and condition as interaction terms. Small *P*-values from this study design indicates that the log fold change due to treatment (ER stress) is significantly different for the 2 tissues. *P*-adj values were calculated using the default Deseq2 and multiple testing was accounted for using the Benjamini and Hochberg method. We used a *P*-adjusted cutoff of 0.05. This was performed for each of the 3 genotypes. By incorporating tissue and condition as interaction terms [ddsSE <- DESeqDataSet(SE, design = ∼ tissue + condition + tissue: condition)] we are controlling for any fundamental differences between the tissues that are not affected by ER stress. If a gene were fundamentally different between the 2 tissues but responded to ER stress in a similar manner, this gene would not be identified as significant in our analysis. We are only identifying genes that respond to ER stress differently between the 2 tissues. To assess quality of this model, we created MA plots for each of the 3 genotypes tested, comparing the 2 tissues (Supplementary Fig. 2). There was no dependence or any other anomalous behavior such as batch effects seen.

To identify genes in a given tissues that is impacted by genetic background, we used a likelihood ratio test (LRT) that is provided in the Deseq2 software. An LRT is used to identify genes that show change in fold-change across the 3 different genetic backgrounds after the induction of ER stress. Significant *P*-values indicate a gene that has a change in fold-change, across the 3 genotypes, in any combination, determined solely by the difference in deviance between the full and reduced model formula. We used the default Deseq2 Benjamini and Hochberg method to adjust for multiple tests and calculate our *P*-adjusted values which we filtered on (*P*-adj < 0.05). We used a hypergeometric distribution test to test for overlap of these sets of genes.

### Allele-specific expression quantification in the F1 mouse

Allele-specific expression was quantified using GATK ASEReadcounter v3.8 (McKenna *et al.* 2010). SNP information was obtained from the Sanger Mouse Genomes Project (https://www.sanger.ac.uk/data/mouse-genomes-project/; accessed 2022 May 3). Counts for all replicates were combined to increase coverage and reduce variability. To increase the reliability of counts, we only included genes in our analyses that had at least 2 informative SNPs between B6 and CAST and at least 20 counts in at least one of the conditions for both *cis-/trans-* analysis and for ASE analysis. This resulted in 5,669 genes in liver and 7,764 genes in kidney. Genes were considered to have a significant change in ASE post-ER stress if the ratio of the expression of the 2 alleles (B6 and CAST) under control conditions was significantly different than the ratio of expression under TM conditions determined by the Fisher’s exact test followed by a 5% FDR correction.

### Determination of regulatory effect

We used F1 hybrid mice to quantify allele-specific expression and partition the effects of genetic variation on gene expression into *cis-* and *trans-* effects. Classification of *cis-* and *trans-* effects was performed using previously published methodology (McManus *et al.* 2010; Chow *et al.* 2015). Category naming and classification is consistent with established terminology for this type of study (McManus *et al.* 2010; Chow *et al.* 2015). In order to determine if a gene is impacted by a *cis-* or *trans-* effect, we generated F1 hybrid mice by crossing the highly divergent parental strains; female B6 to male CAST. Transcripts from F1 mice can be assigned to a parental chromosome based on parental SNPs in the spliced transcript. ASE cannot be performed in genes that lack variants in the spliced transcript. *cis-* and *trans-* effects for a particular transcript are assigned by comparing the ratio of allelic expression in the F1 to the ratio of total expression between the parental strains. In the F1 hybrid mouse, both parental alleles are exposed to the same *trans-* factors. Therefore, the ratio of allelic expression is a measure of *cis-* regulatory variation between the 2 parental strains. If the allelic ratio matches the parental expression ratio, the expression difference is attributed to *cis-* regulatory variation. If the allelic ratio differs from the parental expression ratio, the expression difference is attributed to *trans-* regulatory variation.

The requirements for these classifications are highlighted in Supplementary Fig. 3. We used a 0.1% FDR *P*-adj cutoff. To further confirm if a gene that exhibited a regulatory effect did so in only 1 condition, we performed a chi-square test. We recognize that with our lower power due to smaller sample sizes, we are missing some true effects at subthreshold levels. With greater power, we would be capturing more of these true effects. However, we will always miss some true effect due to subthreshold levels. We are confident that we are identifying genes with the most significant levels and most significant impacts on gene expression.

### Enrichment analyses

All gene ontology analyses were performed with DAVID v6.8 (Huang *et al.* 2009). We used the Benjamini-Hochberg method for adjusting for multiple testing. We used adjusted *P*-values to determine significance of enrichment terms and use a *P*-adj. value cutoff of 0.05. Transcription factor (TF) binding site enrichments were identified by using oPOSSUM v3.0 (Ho Sui *et al.* 2005). We used the mouse single site analysis (SSA) tool with a cutoff of 2,000 base pairs up- and downstream of the transcription start site.

## Results

### In vivo ER stress induced by TM

To evaluate the extent to which ER stress and tissue type affects gene expression in diverse genetic backgrounds, we induced ER stress in different strains of mice. To induce ER stress, we injected B6 mice, CAST mice, and their F1 hybrid progeny with TM. TM causes ER stress by blocking N-linked glycosylation through the inhibition of DPAGT1, which catalyzes the first step of N-linked glycosylation. TM treatment results in a robust UPR and is a standard tool for inducing ER stress (Tkacz and Lampen 1975; Heifetz *et al.* 1979; Bassik and Kampmann 2011). For this study, we focused on liver and kidney, tissues that rely heavily on protein transport and secretion. Proper ER function and response to ER stress plays a large part in their function. In fact, ER stress and aberrant protein trafficking is pathogenic in a large number of liver and kidney diseases (Schaeffer *et al.* 2014; Liu and Green 2019). A *XBP1* splicing assay and RT-qPCR of *BiP*, a canonical ER stress gene, show that TM injection induced a strong ER stress response (Oslowski and Urano 2011) (Supplementary Fig. 4). To determine the full transcriptional response to TM-induced ER stress, kidney and liver samples were analyzed by RNA-seq. ER stress-induced gene expression changes were identified by comparing control and TM samples in a tissue- and genotype-specific manner (Supplementary Tables 1 and 2). 

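Total RNA from liver and kidney of male B6, CAST and F1 mice, 15 to 23 weeks old, was sequenced as stranded libraries depleted of ribosomal RNA. TM blocks the first step of N-linked glycosylation, so that misfolded proteins build up in the ER. Mice received 1 mg/kg TM or DMSO by injection, and the paper gives the time to collection as 8 h whereas the sample labels give 24 h. The 33 samples with values form 12 groups. In liver there were 2 TM and 3 control samples in B6, 3 TM and 2 control in CAST, and 2 TM and 3 control in F1. Each kidney group held 3 samples.

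The deposited values are DESeq2 normalized counts of the authors, in 6 tables, 1 per genotype and tissue, each normalized on its own. Parental reads had been aligned with Bowtie2 to the genome of each strain and F1 reads with STAR to a masked genome. The tool that counted reads is not given in the sources used here. The authors removed samples so that TM and control samples clustered apart within a group. Multiplying each library by 1 factor gave back whole reads (100% of values within 0.01), so that the depth of each library could be read from the tables. Reads per sample in liver ran from 8976494 to 11591988 (median 10284241) in B6 TM, from 10513517 to 15125429 (13143216) in B6 control, from 6125528 to 16215680 (9523003) in CAST TM, from 11530033 to 13313729 (12421881) in CAST control, from 13383282 to 14572367 (13977824) in F1 TM and from 12932075 to 23094521 (16918236) in F1 control. Kidney samples had from 9653233 to 15518935 reads (median 14538080) in B6 TM, from 12708596 to 13686465 (13060968) in B6 control, from 12472735 to 14698209 (12749454) in CAST TM, from 12201833 to 13546738 (12643072) in CAST control, from 12974020 to 13646195 (13460854) in F1 TM and from 3355262 to 13412378 (13147279) in F1 control.

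TM and control were compared within each table by limma's moderated test with a mean-variance trend on log2 of the normalized count plus 1, over genes with a mean of at least 5. A gene was called higher or lower at an adjusted p below 0.05 and a change of at least 1.5-fold, the thresholds of the paper. Differences between tissues or genotypes were tested as interactions, which cancel the scale of each table. Liver and kidney samples were taken as independent, although 6 mice of each genotype for 18 samples of each tissue imply that the tissues share mice. The median log2 fold change of all genes was 0.20 in F1 liver and -0.13 in F1 kidney and within 0.1 of 0 in the other 4 comparisons, and with TMM scaling the F1 values were 0.027 and -0.10. Gene lists were tested with camera, which compares the genes of a list with all others, at a preset correlation of 0.01. With an estimated correlation, 6 of 35 lists hold in CAST kidney, 1 in F1 kidney and none elsewhere.

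Outside repeat-like gene models, olfactory and vomeronasal receptor genes, which neither tissue is known to use, took over 400 CPM in 5 libraries: 539 in B6 liver control 2, 818 in B6 liver TM 3, 508 in F1 liver control 2, 2368 in F1 liver TM 2 and 1275 in F1 kidney control 1. In F1 liver control 2, 61.5% of reads fell on Gm10800, a predicted gene of repeat-like sequence. Over all its reads the receptor genes took 85.6 CPM, fewer than the 278 in F1 liver TM 1. Counts are also given without these 5 libraries, which leaves 1 TM sample in B6 liver and in F1 liver, and the share of receptor reads was also used as a covariate. Both alternatives were chosen after seeing the data. No CAST library is among the 5. In CAST liver the receptor share was 121, 120 and 68.2 CPM with TM and 53.8 and 33.7 in controls. In B6 kidney it was 80.5, 62.0 and 74.3 with TM and 155, 163 and 87.4 in controls. As this share parts TM from control samples there, the covariate can take up part of the TM effect in tests with these samples. A call lost with it there does not show an effect of receptor reads.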

At a cutoff of 1.5-fold (5% FDR) change in transcript level, Gene Ontology (GO) enrichment analyses revealed enrichment for canonical ER stress response genes in all tissues and genotypes (Supplementary Table 3). 

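Across the 6 comparisons of TM with control, 372 genes were called higher in every one and 46 were called lower in every one, of 14695 genes tested in all. The genes called higher included ER chaperones and folding enzymes, components that extract and degrade misfolded proteins, targets of the PERK-ATF4-CHOP branch of the UPR, tRNA synthetases and genes of ribosome biogenesis. Creld2, an ER protein disulfide isomerase, ranged from 4.75 in CAST liver to 6.05 in F1 liver as a log2 fold change. Atf3, a transcription factor downstream of ATF4, ranged from 5.50 in CAST liver to 7.81 in B6 kidney. Wars, which charges tRNA with tryptophan, ranged from 2.52 in B6 kidney to 3.24 in F1 kidney. The genes called lower in every comparison included Ppara, the receptor that drives fatty acid oxidation, and the carboxylesterase Ces1d.

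Of 25 measured ER chaperones, 19 were among the 372, where 0.63 would be expected (adjusted p = 1.5e-24, one-sided Fisher's exact test over 14695 genes). By the same exact test, 15 of 25 PERK-ATF4-CHOP targets (adjusted p = 3.6e-17), 10 of 21 genes of ER-associated degradation (adjusted p = 2.2e-10) and 9 of 18 tRNA synthetases (adjusted p = 1.0e-09) were among them. These overlaps were chosen after the results were seen. The exact test takes genes as independent, which genes measured in the same samples are not, so that its p can be far too small. Atf3 in CAST liver lost the call with the receptor read share as a covariate, and without limma's trend no gene is called in B6 or F1 liver.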

Many canonical ER stress response genes, including *Hyou1*, *Hspa5* (*BiP*), *Ddit3* (*Chop*), and *Herpud1* (Kozutsumi *et al.* 1988; Wang *et al.* 1996; Kokame *et al.* 2000; Wang, Wu *et al.* 2011; Fig. 1), were significantly upregulated in both tissues and all 3 genotypes, indicating a strong UPR. 

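Hspa5, the main chaperone of the ER, rose with TM in each comparison. In B6 liver its normalized count was 165181 ± 15389 (SD, n = 2) with TM and 11403 ± 4871 (SD, n = 3) in controls. This is a log2 fold change of 3.96 (SE 0.46), beside 3.67 (SE 0.34) in CAST liver and 4.62 (SE 0.71) in F1 liver. In kidney it was 4.63 (SE 0.26) in B6, 5.07 (SE 0.32) in CAST and 5.35 (SE 0.38) in F1. Hyou1, a chaperone that works with Hspa5, rose by 2.95 (SE 0.33), 3.25 (SE 0.24) and 3.87 (SE 0.52) in B6, CAST and F1 liver and by 3.51 (SE 0.18), 3.94 (SE 0.31) and 4.40 (SE 0.34) in kidney. Ddit3, which encodes the transcription factor CHOP, had the largest changes of the 4 genes, 6.30 (SE 0.41), 6.36 (SE 0.50) and 6.81 (SE 0.40) in liver and 6.93 (SE 0.11), 6.46 (SE 0.19) and 6.38 (SE 0.35) in kidney. Herpud1, a part of the machinery that removes misfolded ER proteins, rose by 2.97 (SE 0.32), 3.29 (SE 0.27) and 2.75 (SE 0.55) in liver and by 3.53 (SE 0.13), 3.49 (SE 0.20) and 3.84 (SE 0.33) in kidney.

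The adjusted p of these 24 changes ran from 9.7e-10 for Ddit3 in B6 kidney to 0.0027 for Herpud1 in F1 liver, and every TM sample was above every control sample of its group. Hspa5 in F1 liver lost the call without the filter on low counts, and Herpud1 in F1 liver lost it without the filter on low counts and without F1 liver TM 1 (2.53). Without limma's trend the calls in B6 and F1 liver end. From the rise of these genes in both tissues and all genotypes, the paper concludes that TM injection set off a strong UPR. The paper also gives an XBP1 splicing assay and RT-qPCR of BiP as evidence of ER stress.

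**Figure D1:**
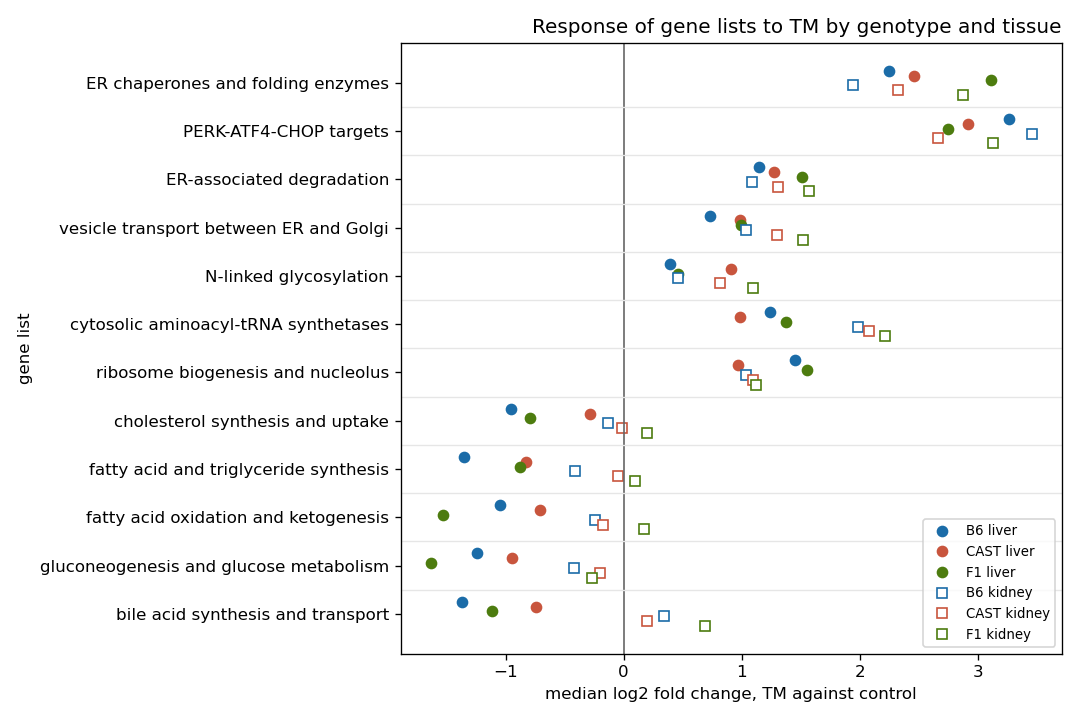
Median log2 fold change with TM (horizontal axis) over the measured members of 12 gene lists (vertical axis), with 1 point per comparison, filled for liver and open for kidney. The median of the ER chaperones was 2.25 in B6 liver and 3.11 in F1 liver.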

As expected, injection of TM induces a robust in vivo ER stress-response.

**Fig. 1.**
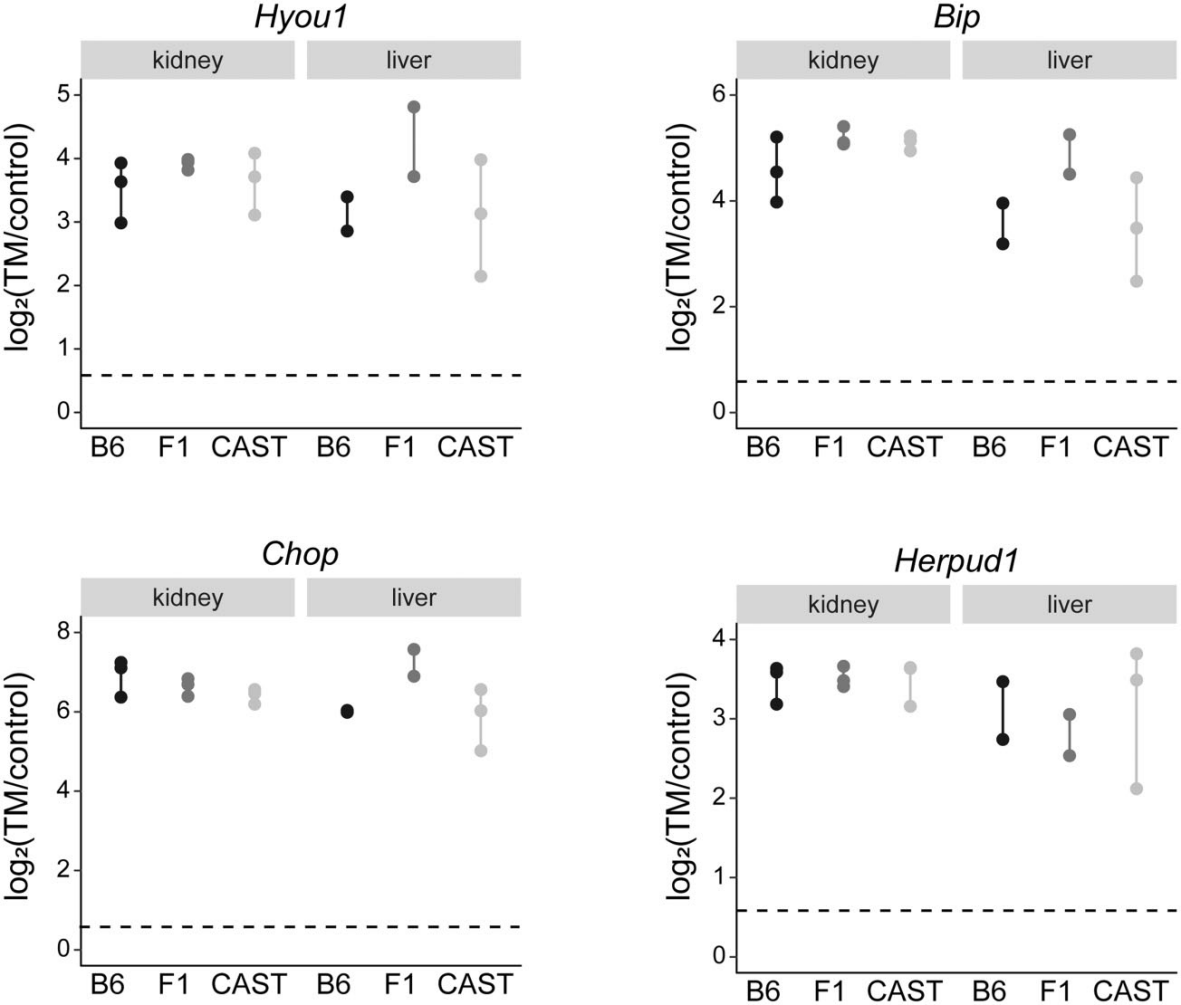
Upregulation of canonical ER stress genes across genotypes and tissues. Log_2_(TM/Control) is plotted for genes with known functions in the ER stress response. Dotted line indicates a 1.5-fold change in gene expression. Each point represents a biological replicate.

Genes that were upregulated in response to ER stress regardless of genotype or tissue-type were enriched for binding sites of known UPR TFs (Supplementary Tables 1 and 4). One of these TFs is NFYA (*z* = 54.8), which binds in conjunction with ATF6, to 2 sites known as the ER Stress Response Elements I and II (ERSEI and ERSEII) (Yoshida *et al.* 2000; Yamamoto *et al.* 2004). There was also enrichment for CEBPA binding sites (Z-score = 3.4), which can bind in conjunction with CHOP (Chikka *et al.* 2013), a downstream component of the UPR involved in ER stress induced apoptosis signaling (Nishitoh 2012).

### ER stress-induced fold-change in different tissues

We first characterized how gene expression is affected by ER stress in liver and kidney in each strain independently. In general, we found that many genes exhibit tissue-specific ER stress responses (B6: 34%; CAST: 21%; F1: 24%). 

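Genes whose response to TM differed between liver and kidney made up 14.9% of the genes changed in either tissue in B6, 10.1% in CAST and 8.2% in F1. The order of the genotypes is not settled, since DESeq2 gave 27.6%, 17.3% and 24.8%, edgeR 12.9%, 10.1% and 0.5%, and a replicate block 6.9%, 5.5% and 0.0%. Without B6 liver control 2 the share in B6 was 24.5%, and without F1 liver control 2 that in F1 was 28.5%. Of 1169 genes tissue-dependent in at least 1 genotype, 86 were so in all 3. Nupr1, a stress-induced regulator of transcription, responded more in liver than in kidney, with 5.12 (SE 0.36, adjusted p = 1.1e-04) in B6, 3.61 (SE 0.51, adjusted p = 0.0035) in CAST and 4.42 (SE 0.71, adjusted p = 0.0121) in F1 as the log2 fold change in liver minus that in kidney. Akr1d1, a reductase of bile acid synthesis, had a lower log2 fold change in liver, where it fell, than in kidney, with -3.21 (SE 0.37, adjusted p = 0.0015), -3.16 (SE 0.38, adjusted p = 0.0018) and -3.22 (SE 0.41, adjusted p = 0.0055). Cars, which charges tRNA with cysteine, also had the lower value in liver, with -1.77 (SE 0.27, adjusted p = 0.0047), -2.33 (SE 0.34, adjusted p = 0.0039) and -2.40 (SE 0.36, adjusted p = 0.0092). So did the immediate early gene Ier2, with -2.31 (SE 0.38, adjusted p = 0.0067), -1.96 (SE 0.34, adjusted p = 0.0094) and -2.66 (SE 0.41, adjusted p = 0.0103).

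These p are from limma's moderated test of the interaction of tissue and treatment. Nupr1 in CAST, Akr1d1 in CAST, Cars in CAST and Ier2 in CAST lost the call with the receptor read share as a covariate, Nupr1 in F1 and Ier2 in F1 lost it without limma's trend and with a replicate block, and Akr1d1 in F1 and Cars in F1 lost it without limma's trend, by edgeR and with a replicate block.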

The specifics of each genotype are described below. We first compared the magnitude of the fold change of all genes that display a significant tissue-specific response to ER stress. In all 3 genotypes, the response genes in the liver show a significantly lower mean fold change compared to kidney (B6: Kidney: 0.16; Liver: −0.45; *P* < 2.2 × 10^−16^; CAST: Kidney: 0.17; Liver: −0.26; *P* = 2.67 × 10^−09^; F1: Kidney: 0.15; Liver: −0.62; *P* < 2.2 × 10^−16^) (Fig. 2, a–c).

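Among tissue-dependent genes, the mean log2 fold change in B6 was -0.66 in liver and 0.23 in kidney over 746 genes. In CAST it was -0.19 and 0.25 over 488 genes, and in F1 -1.03 and 0.43 over 282 genes. Genes with opposite responses in the tissues were among them. In B6, Lipg, which encodes endothelial lipase, had log2 fold changes of -4.41 in liver and 2.08 in kidney, a difference of -6.49 (SE 0.65, adjusted p = 7.6e-04). In CAST, Fasn, the fatty acid synthase, had log2 fold changes of -1.42 in liver and 1.19 in kidney, a difference of -2.61 (SE 0.45, adjusted p = 0.0098). In F1, Msmo1, an enzyme of cholesterol synthesis, had -1.99 in liver and 1.57 in kidney, a difference of -3.55 (SE 0.38, adjusted p = 0.0037). Called changes in both tissues with opposite signs were found in 33 of the B6, 19 of the CAST and 17 of the F1 genes.

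Genes are not replicates and were selected on these samples, so the means carry no p. Over all genes changed in either tissue the liver and kidney means were 0.046 and 0.18 in B6, 0.096 and 0.32 in CAST, and 0.21 and 0.47 in F1. The difference between liver and kidney of tissue-dependent genes was -0.89 in B6 (-0.53 without B6 liver control 2), -0.44 in CAST (-0.75 without CAST liver TM 1) and -1.46 in F1 (-0.94 without F1 liver TM 2 and -0.34 without F1 liver control 2). Without the 5 libraries with many receptor reads it was -0.36 in B6 and -0.28 in F1. With the receptor read share as a covariate it was -0.37 in B6 and, over few genes, -4.23 in CAST, and the F1 difference turned to 0.31. In CAST it was -0.73 with TMM scaling or edgeR and -0.30 with the median log2 fold change set to 0. Fasn in CAST lost the call with the receptor read share as a covariate, Msmo1 in F1 lost it with a replicate block, Msmo1 in F1 liver lost it without the filter on low counts, without limma's trend, without F1 liver TM 2 (-1.50) and control 3 (-1.88), and Fasn in CAST kidney lost it without limma's trend, with the receptor read share as a covariate, without CAST kidney TM 2 (1.04), TM 3 (1.09), control 2 (1.27) and control 3 (0.98).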

**Fig. 2.**
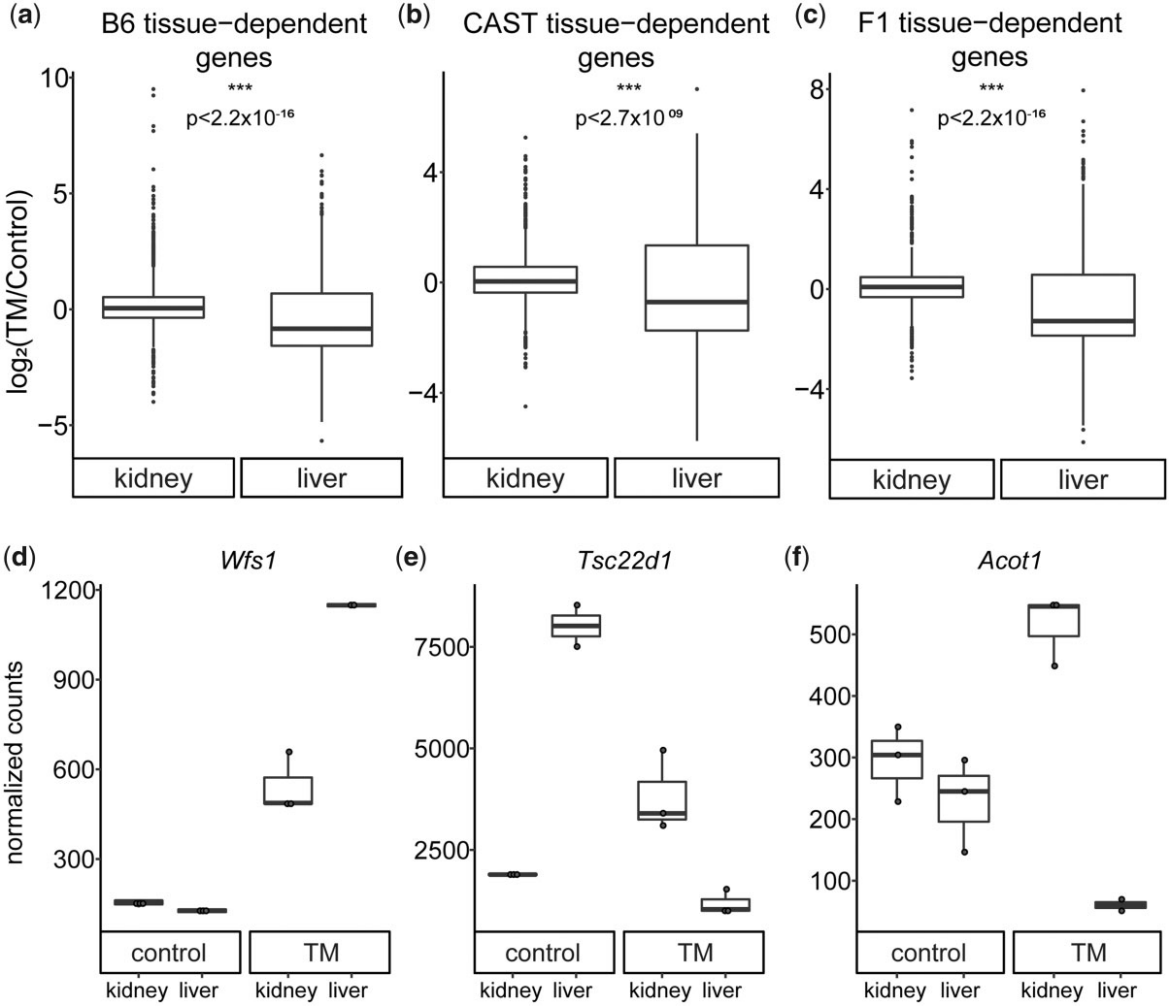
Tissue-specific expression post ER stress response. Log2(TM/Control) is plotted for each gene that displays a significant tissue-specific response to ER stress in B6 (a), CAST (b), and F1 (c). An ANOVA test was used to test for a tissue effect on expression change. Normalized counts are plotted for genes that display expression with a tissue-effect post ER stress in B6 (d), CAST (e), and F1 (f). Each point represents a biological replicate. All plots show a significant tissue effect (*P*-adj < 0.05).

In B6, there were 3,071 (1,310 upregulated; 1,761 downregulated) and 3,433 genes (1,944 upregulated; 1,489 downregulated) that showed a significant change in expression post ER stress, in liver and kidney, respectively (Supplementary Tables 1 and 2). 

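In B6 liver 1044 genes were called higher and 1403 lower with TM, and in B6 kidney 2161 and 1726. The largest rises in liver were those of Atf3, at 6.82 (SE 0.47, adjusted p = 8.2e-05), and of Nupr1, at 6.60 (SE 0.31, adjusted p = 1.4e-05). Bhlha15, a transcription factor of secretory cells, rose by 6.08 (SE 0.43, adjusted p = 8.6e-05). Among the largest falls in liver were those of Onecut1, at -4.77 (SE 0.51, adjusted p = 4.1e-04), and of the nuclear receptor Nr1i3, at -4.69 (SE 0.50, adjusted p = 4.2e-04). In kidney, Trib3, a pseudokinase induced by ATF4, rose by 7.83 (SE 0.17, adjusted p = 8.5e-09) and Areg, a ligand of the EGF receptor, by 7.78 (SE 0.48, adjusted p = 5.3e-06). Paqr7, a membrane progesterone receptor, had -3.58 (SE 0.19, adjusted p = 1.9e-06). For each of these genes every TM sample lay on the same side of every control sample.

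The calls are limma's over 21741 genes in liver and 22215 in kidney. With the receptor read share as a covariate 905 were higher and 294 lower in kidney, where that share parts TM from control samples. In liver the covariate gave 2659 higher and 2409 lower, and a replicate block 2050 and 2883. Counts in liver changed when 1 library was left out, to 482 without B6 liver TM 1 and 655 without B6 liver control 3 for higher genes and to 798 without B6 liver TM 1, 884 without B6 liver control 1 and 690 without B6 liver control 3 for lower genes, and to 3402 higher and 3453 lower without the libraries with many receptor reads. No gene passes in B6 liver without limma's trend, where 5036 genes had an unadjusted p below 0.05 in the fit with the trend, while edgeR called 826 higher and 1082 lower and DESeq2 1389 and 1884.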

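In B6, ER chaperones and folding enzymes rose with TM in both tissues. In liver 20 of 25 were called higher (21 adjusted over the list alone), and in kidney 21 of 25 were called higher (21 adjusted over the list alone). Sdf2l1, a cofactor of the ER chaperones, rose by 4.21 (SE 0.46, adjusted p = 4.4e-04) in liver and 5.37 (SE 0.27, adjusted p = 1.5e-06) in kidney. Manf, which is released from stressed cells, rose by 4.11 (SE 0.48, adjusted p = 6.3e-04) and 4.12 (SE 0.14, adjusted p = 1.8e-07). Of the genes of ER-associated degradation, 10 of 21 were called higher (16 adjusted over the list alone) in liver and 16 of 21 were called higher (16 adjusted over the list alone) in kidney. Derl3, part of the channel that exports misfolded proteins, rose by 5.93 (SE 0.43, adjusted p = 9.0e-05) and 7.03 (SE 0.21, adjusted p = 6.4e-08), and Syvn1, its ubiquitin ligase, by 3.88 (SE 0.31, adjusted p = 1.1e-04) and 3.83 (SE 0.15, adjusted p = 3.6e-07). Of the targets of PERK, ATF4 and CHOP, 21 of 27 were called higher (22 adjusted over the list alone) in liver and 26 of 27 were called higher (26 adjusted over the list alone) in kidney. Psat1, an enzyme of serine synthesis, rose by 5.74 (SE 0.34, adjusted p = 3.9e-05) in liver, and Sesn2, an antioxidant regulator, by 2.38 (SE 0.21, adjusted p = 3.9e-05) in kidney.

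By camera the chaperones had adjusted p = 1.4e-20, and 0.272 with an estimated correlation, in liver and adjusted p = 8.4e-22, and 0.238 with an estimated correlation, in kidney. Genes of ER-associated degradation had adjusted p = 6.9e-11, and 0.272 with an estimated correlation, and adjusted p = 2.0e-16, and 0.157 with an estimated correlation. PERK-ATF4-CHOP targets had adjusted p = 7.2e-21, and 0.156 with an estimated correlation, and adjusted p = 2.5e-34, and 0.0845 with an estimated correlation. Every TM sample was above every control sample for each gene named, and the liver calls end without limma's trend.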

As expected, in both tissues, pathways like the ER UPR (GO:0030968; liver: *q* = 6.5 × 10^−09^; kidney: *q* = 6.6 × 10^−12^) were enriched. We next compared genes and pathways uniquely affected in each tissue when experiencing ER stress. Our analysis takes tissue-type into account, by including it as an interaction term, when analyzing fold-changes post-ER stress. This eliminates genes that are fundamentally different in both tissues but only affected by TM in one. Thus, our analysis requires a gene to be responding to ER stress in both tissues and at significantly different levels. 

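In B6, 767 genes responded to TM differently in liver and kidney, 575 with the higher log2 fold change in kidney and 192 with the higher in liver. A mean of at least 5 in both tissues was reached by 746 of them. Plk3, a kinase of the stress response, had log2 fold changes of 1.03 in liver and 5.92 in kidney, a difference of -4.88 (SE 0.49, adjusted p = 7.6e-04). Cxcl1, a chemokine that attracts neutrophils, had -2.35 and 3.27, a difference of -5.62 (SE 0.89, adjusted p = 0.006). Tgm1, a transglutaminase, had -3.40 and 0.68, a difference of -4.08 (SE 0.28, adjusted p = 1.1e-04). In the other direction Anxa2, a membrane-binding protein, had 3.57 in liver and -0.089 in kidney, a difference of 3.66 (SE 0.62, adjusted p = 0.0089), and Btc, a further EGF receptor ligand, had 2.72 and -0.18, a difference of 2.90 (SE 0.38, adjusted p = 0.0022).

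The 767 genes are those past the threshold of the interaction among 5135 genes called in either tissue, of which 438 were called in liver only, 162 in kidney only and 167 in both. The count was 429 without B6 kidney TM 2, 432 without B6 kidney TM 3, 462 without B6 kidney control 1, 395 without B6 kidney control 2, 363 without B6 kidney control 3, 467 without B6 liver TM 1, 1154 without B6 liver TM 3, 1329 without B6 liver control 2 and 428 without B6 liver control 3, and 2994 without the libraries with many receptor reads. Without limma's trend 124 genes pass, and DESeq2 calls 1559.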

Of the genes affected by ER stress in either tissue in B6, 1,751/5,077 genes (34%) showed ER stress-induced expression that differed between the 2 tissues (cutoff of *q* < 0.05) (Supplementary Table 5) (Supplementary Fig. 5a). More than a third of the response genes in B6 show tissue effects emphasizing the tissue-specificity of this response. 

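Some genes of lipid, cholesterol and bile acid synthesis had lower responses to TM in B6 liver than in B6 kidney. Of 21 genes of fatty acid and triglyceride synthesis, 6 had a lower response in liver than in kidney (11 adjusted over the list alone), as had 7 of 23 of cholesterol synthesis (13 adjusted over the list alone) and 6 of 13 of bile acid synthesis and transport (10 adjusted over the list alone). Srebf1, the regulator of lipid synthesis, had log2 fold changes of -3.11 in liver and -0.059 in kidney, a difference of -3.05 (SE 0.39, adjusted p = 0.0019). Acacb, which controls fatty acid entry into mitochondria, had -3.42 and 0.072, a difference of -3.49 (SE 0.62, adjusted p = 0.0106). Insig1, a brake on cholesterol synthesis, had -1.90 and 0.58, a difference of -2.49 (SE 0.27, adjusted p = 0.0011). Nr0b2, which represses bile acid synthesis, had -4.50 and -0.11, a difference of -4.38 (SE 0.51, adjusted p = 0.0016). Of genes of fatty acid oxidation and ketogenesis, 12 of 29 were called lower (19 adjusted over the list alone) in liver, but only 2 were among the tissue-dependent genes, 1 of them Cpt1a, which brings fatty acids into mitochondria, with a difference of -1.99 (SE 0.32, adjusted p = 0.0059).

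Among the 767 tissue-dependent genes were 7 of 13 changed lipid synthesis genes, 1.97 expected (adjusted p = 0.0172, one-sided Fisher's exact test), 7 of 17 of cholesterol synthesis (adjusted p = 0.0561) and 5 of 9 of bile acid synthesis (adjusted p = 0.0505), in an overlap chosen after the results were seen. Camera on the tissue difference gave adjusted p = 1.9e-05, and 0.29 with an estimated correlation, for lipid synthesis, adjusted p = 9.7e-09, and 0.147 with an estimated correlation, for cholesterol synthesis and adjusted p = 8.4e-10, and 0.147 with an estimated correlation, for bile acids. Acacb lost the call without limma's trend.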

Four of the top 6 functional enrichment terms for the tissue-effect genes all relate to metabolism (lipid metabolism, GO: 0006629, *q* = 3.7 × 10^−19^; fatty acid metabolism, GO: 0006631, *q* = 3.9 × 10^−08^; metabolic process, GO: 0008152, *q* = 5.2 × 10^−06^; cholesterol metabolic process, GO: 0008203, *q* = 2.2 × 10^−04^) (Supplementary Table 6), indicating a tissue-specific metabolic response to ER stress. Functional enrichment of genes whose ER stress response was not dependent on tissue type reveals many canonical ER stress categories such as ER UPR (GO: 0030968, *q* = 4.0 × 10^−06^), Golgi to ER retrograde vesicle-mediated transport (GO: 0006890, *q* = 1.1 × 10^−04^), and ER-associated ubiquitin-dependent protein catabolic process (GO: 0030433, *q* = 2.4 × 10^−03^) (Supplementary Table 7).

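In B6 none of the 25 measured ER chaperones differed between liver and kidney in its response to TM, also when adjusted over the list alone. Hspa5, for one, had a difference of -0.67 (SE 0.55, adjusted p = 0.667) and Sdf2l1 of -1.16 (SE 0.61, adjusted p = 0.413). Herpud1, of the machinery that removes misfolded ER proteins, had -0.56 (SE 0.26, adjusted p = 0.321). Of genes of vesicle transport between ER and Golgi, 8 of 27 were called higher (10 adjusted over the list alone) in liver and 24 of 27 were called higher (24 adjusted over the list alone) in kidney. Mcfd2, which carries glycoproteins out of the ER with Lman1, rose by 1.90 (SE 0.38, adjusted p = 0.0096) in liver and 2.12 (SE 0.15, adjusted p = 1.1e-05) in kidney, and Sec24d, a coat protein of the vesicles, rose by 2.96 (SE 0.11, adjusted p = 2.2e-07) in kidney with a difference between tissues of -1.46 (SE 0.27, adjusted p = 0.0123).

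Camera gave adjusted p = 7.4e-08, and 0.323 with an estimated correlation, for this list in liver and adjusted p = 1.7e-17, and 0.238 with an estimated correlation, in kidney. A difference that does not pass the test is not shown to be absent, since simulated 4-fold tissue differences were found for 42 of 100 genes in B6. Simulated 2-fold changes were found for 15 of 100 genes in B6 liver and 67 in B6 kidney, so that the numbers of calls cannot be compared between tissues. Sec24d in B6 and Mcfd2 in B6 liver lost the call without limma's trend.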

Next, we quantified how tissue type impacts the transcriptional response to ER stress in the distantly related CAST strain. 

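CAST liver had 1892 genes called higher and 1781 called lower with TM, and CAST kidney 1893 and 1023. Il23a, a subunit of the cytokine IL-23, rose by 6.95 (SE 0.56, adjusted p = 5.4e-05) in liver, Gdf15, a hormone secreted by stressed tissues, by 5.30 (SE 0.24, adjusted p = 1.0e-05) and the metallothionein Mt2 by 5.22 (SE 0.73, adjusted p = 9.4e-04). The largest falls in liver included Keg1, a glycine acyltransferase-like gene, at -4.56 (SE 0.25, adjusted p = 1.4e-05), and Nxpe2 at -4.08 (SE 0.30, adjusted p = 4.3e-05). In kidney, Areg rose by 8.80 (SE 0.32, adjusted p = 2.6e-06) and Fgf21, a stress hormone, by 8.07 (SE 0.37, adjusted p = 6.3e-06). Cyp24a1, which inactivates vitamin D, fell, with -3.57 (SE 0.53, adjusted p = 0.0027), as did Paqr7, with -3.08 (SE 0.19, adjusted p = 3.2e-05). TM and control samples did not overlap for any of these genes.

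The test covered 17097 genes in liver and 21779 in kidney. With the receptor read share as a covariate it called 664 higher and 637 lower in liver and 824 and 316 in kidney. In liver that share parts TM from control samples. Without limma's trend 1086 genes were lower in liver. Leaving out 1 library gave 1205 without CAST liver TM 3 and 1198 without CAST liver control 2 for higher and 1125 without CAST liver TM 3, 1041 without CAST liver control 2 and 982 without CAST liver control 3 for lower genes in liver, and 1039 without CAST kidney TM 2, 1104 without CAST kidney TM 3 and 1224 without CAST kidney control 2 for higher and 633 without CAST kidney TM 1, 514 without CAST kidney TM 2, 500 without CAST kidney TM 3 and 451 without CAST kidney control 2 for lower genes in kidney. Replicate numbers pair the CAST kidney samples, and with a replicate block 2122 genes were lower in kidney. Mt2 in CAST liver lost the call with the receptor read share as a covariate.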

In CAST, there were 3,749 (1,900 upregulated; 1,849 downregulated) and 2,841 genes (1,738 upregulated; 1,103 downregulated) in liver and kidney, respectively, that showed an ER stress-induced change in expression (Supplementary Tables 1 and 2). 

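In CAST, ER chaperones and folding enzymes had 21 of 25 higher (22 adjusted over the list alone) in liver and 23 of 25 higher (23 adjusted over the list alone) in kidney. Among them, Creld2 rose by 5.39 (SE 0.21, adjusted p = 2.6e-06) in kidney, and Sdf2l1 by 3.85 (SE 0.26, adjusted p = 3.1e-05) in liver and 4.93 (SE 0.24, adjusted p = 7.7e-06) in kidney. For ER-associated degradation there were 14 of 21 higher (17 adjusted over the list alone) in liver and 17 of 21 higher (17 adjusted over the list alone) in kidney. Derl3 rose by 6.27 (SE 0.44, adjusted p = 3.5e-05) and 6.32 (SE 0.24, adjusted p = 2.6e-06), and Sel1l, the adaptor of the ligase Syvn1, by 2.90 (SE 0.27, adjusted p = 1.2e-04) and 3.08 (SE 0.24, adjusted p = 9.7e-05). PERK-ATF4-CHOP targets had 17 of 25 higher (18 adjusted over the list alone) in liver and 24 of 27 higher (24 adjusted over the list alone) in kidney. Trib3 rose by 6.07 (SE 0.49, adjusted p = 5.5e-05) and 6.62 (SE 0.29, adjusted p = 5.7e-06).

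Camera gave adjusted p = 1.6e-21, and 0.221 with an estimated correlation, for the chaperones in liver and adjusted p = 7.7e-28, and 0.034 with an estimated correlation, in kidney. The values were adjusted p = 2.8e-10, and 0.221 with an estimated correlation, and adjusted p = 4.4e-17, and 0.0183 with an estimated correlation, for degradation, and adjusted p = 5.3e-12, and 0.221 with an estimated correlation, and adjusted p = 2.4e-30, and 0.00627 with an estimated correlation, for PERK-ATF4-CHOP targets. Each gene named was higher in all TM samples than in any control sample.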

As in B6, pathways related to the ER stress response (GO:0030968; liver: *q* = 1.5 × 10^−08^; kidney: *q* = 2.4 × 10^−13^) were significantly enriched in both tissues. Of the 5,115 genes affected in either tissue, 1,054 genes showed tissue-dependent responses to ER stress (1,054/5,115; 21%) (Supplementary Table 5) (Supplementary Fig. 5b). 

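The response to TM differed between tissues for 529 genes in CAST, with the higher log2 fold change in kidney for 322 and in liver for 207. Of the 529, 488 had a mean of at least 5 in both tissues. The others were under it in 1 tissue, where no response was tested. Fam171b, a membrane protein, had log2 fold changes of -1.30 in liver and 4.23 in kidney, a difference of -5.53 (SE 0.64, adjusted p = 0.0016). Plcxd2, a phospholipase-like protein, had -0.25 and 3.71, a difference of -3.96 (SE 0.29, adjusted p = 1.2e-04). S1pr1, a receptor for sphingosine 1-phosphate, had -3.56 and 0.47, a difference of -4.03 (SE 0.33, adjusted p = 1.5e-04). Tsku, a secreted protein of the liver, went the other way with 2.77 and -0.56, a difference of 3.34 (SE 0.40, adjusted p = 0.0018), and Sgk2, a kinase related to Sgk1, with 2.01 and -0.81, a difference of 2.82 (SE 0.23, adjusted p = 1.5e-04).

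The genes were counted among 5219 called in either tissue, and 345 of the 529 were called in liver only, 96 in kidney only and 88 in both. Leaving out 1 library, the count was 332 without CAST kidney TM 1, 231 without CAST kidney TM 2, 292 without CAST kidney TM 3, 299 without CAST kidney control 2, 325 without CAST liver TM 3 and 326 without CAST liver control 3. It was 296 without limma's trend and 1005 by DESeq2, and with the receptor read share as a covariate 2 genes pass. In CAST liver that share parts TM from control samples, so that the drop does not show an effect of receptor reads.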

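In CAST, some genes of lipid and bile acid metabolism were called lower in liver. Of the genes of fatty acid and triglyceride synthesis, 9 of 21 were called lower (11 adjusted over the list alone) in liver, and 4 of 21 had a lower response in liver than in kidney (10 adjusted over the list alone). Gpam, which starts triglyceride synthesis, had -2.12 (SE 0.29, adjusted p = 8.0e-04) in liver. Lpin1, which makes diacylglycerol, was called higher there with 2.30 (SE 0.25, adjusted p = 2.4e-04). Of 13 genes of bile acid synthesis and transport, 7 fell in liver (8 adjusted over the list alone), and 3 had a lower response in liver than in kidney (5 adjusted over the list alone). Slc10a1, the bile acid importer of hepatocytes, had log2 fold changes of -2.09 in liver and 0.20 in kidney, a difference of -2.29 (SE 0.31, adjusted p = 0.0029). Of genes of gluconeogenesis and glucose metabolism, 9 of 17 were called lower (10 adjusted over the list alone) in liver. Pygl, the glycogen phosphorylase of liver, had -1.39 and 0.49, a difference of -1.88 (SE 0.28, adjusted p = 0.0039).

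Camera gave adjusted p = 0.00139, and 0.221 with an estimated correlation, for lipid synthesis in liver, adjusted p = 7.7e-05, and 0.221 with an estimated correlation, for bile acids and adjusted p = 0.00312, and 0.41 with an estimated correlation, for glucose metabolism. For the tissue difference it gave adjusted p = 0.00662, and 0.34 with an estimated correlation, for lipid synthesis and adjusted p = 1.8e-05, and 0.32 with an estimated correlation, for bile acids. The overlap of tissue-dependent genes with lipid synthesis, chosen after the results were seen, was 5 of 12 (adjusted p = 0.0811, one-sided Fisher's exact test). Slc10a1 in CAST and Pygl in CAST lost the call with the receptor read share as a covariate.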

Functional enrichment revealed 7 significant categories, 3 of these relate to metabolism, similar to what was observed with B6, again indicating a tissue-specific metabolic response after ER stress induction (lipid metabolic process, GO: 0006629, *q* = 1.4 × 10^−03^; fatty acid metabolic process, GO: 0006631, *q* = 2.2 × 10^−03^; metabolic process, GO: 0008152, *q* = 3.9 × 10^−03^) (Supplementary Table 6). 

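None of the 25 measured ER chaperones had a tissue-dependent response in CAST, also when adjusted over the list alone. The differences of log2 fold changes between liver and kidney were -1.40 (SE 0.54, adjusted p = 0.224) for Hspa5 and -0.69 (SE 0.44, adjusted p = 0.509) for Hyou1. Herpud1, of the machinery that removes misfolded ER proteins, had -0.20 (SE 0.35, adjusted p = 0.852), and Ddit3 had -0.098 (SE 0.61, adjusted p = 0.964). The exceptions in the secretory pathway were Kdelr3, a receptor that returns chaperones from the Golgi, with 2.82 (SE 0.50, adjusted p = 0.0119), and Sec24d, with -2.29 (SE 0.28, adjusted p = 0.0018).

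In simulated data, 48 of 100 tissue differences of 4-fold and 4 of 100 of 2-fold were found in CAST. Fewer genes changed there than were called here, so that these rates can be too low. Some smaller differences did pass, as for Mrs2 in CAST with a log2 difference of 1.25. A difference that does not pass is not shown to be absent. Kdelr3 lost the call with a replicate block and with the receptor read share as a covariate, and Sec24d lost it with the receptor read share as a covariate.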

Functional enrichment of tissue-independent genes reveals enrichment for ER stress terms (ER UPR, GO: 0030968, *q* = 3.9 × 10^−08^; response to unfolded protein, GO: 0006986, *q* = 9.4 × 10^−07^) (Supplementary Table 7).

Finally, we asked how tissue type impacts gene expression levels in response to ER stress in the B6/CAST F1 hybrid mouse. In the F1, there were 3,056 genes in liver (1,330 upregulated; 1,726 downregulated) and 2,806 genes in kidney (1,936 upregulated; 870 downregulated) that showed a significant change in expression post ER stress (Supplementary Tables 1 and 2). 

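In F1 liver 777 genes were called higher and 943 lower with TM, and in F1 kidney 1815 and 618. Derl3 rose by 6.53 (SE 0.44, adjusted p = 6.6e-09) in liver, Nucb2, a calcium-binding protein of the Golgi, by 5.89 (SE 0.41, adjusted p = 1.1e-08), and Vmn2r3, annotated as a vomeronasal receptor, by 7.64 (SE 0.51, adjusted p = 6.4e-09). The carboxylesterases Ces1d and Ces1g had -6.15 (SE 0.40, adjusted p = 6.4e-09) and -5.53 (SE 0.39, adjusted p = 1.1e-08), and Pck1, which commits carbon to gluconeogenesis, had -5.58 (SE 0.53, adjusted p = 1.0e-06). In kidney, Areg, a ligand of the EGF receptor, rose by 6.78 (SE 0.27, adjusted p = 1.7e-06) and Chac1, which degrades glutathione, by 6.32 (SE 0.64, adjusted p = 1.9e-04). Cit, a kinase of cell division, had -2.96 (SE 0.29, adjusted p = 1.7e-04). Every TM sample was on the same side of every control sample for these genes.

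Of the calls in F1 liver, 45.2% were higher, a share that was 31.2% with TMM scaling and 30.6% with the median log2 fold change set to 0, and in F1 kidney it was 74.6% against 84.9% with that median set to 0. Leaving out 1 library gave 131 without F1 liver TM 1, 504 without F1 liver control 1, 1545 without F1 liver control 2 and 456 without F1 liver control 3 for higher and 342 without F1 liver TM 1, 515 without F1 liver TM 2, 429 without F1 liver control 1, 1946 without F1 liver control 2 and 372 without F1 liver control 3 for lower genes in liver, and 887 without F1 kidney TM 1, 881 without F1 kidney TM 2 and 836 without F1 kidney TM 3 for higher and 273 without F1 kidney TM 1, 250 without F1 kidney TM 2, 248 without F1 kidney TM 3, 1584 without F1 kidney control 1, 348 without F1 kidney control 2 and 302 without F1 kidney control 3 for lower genes in kidney. Without the 5 libraries with many receptor reads, 2851 and 2769 genes were called in liver and 2328 and 1584 in kidney. Without limma's trend none is called in liver, where 4013 of 22731 genes had an unadjusted p below 0.05 with the trend and edgeR called 608 higher and 1169 lower, and DESeq2 1032 and 1372.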

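In F1, ER chaperones and folding enzymes had 19 of 25 higher (21 adjusted over the list alone) in liver and 24 of 25 higher (24 adjusted over the list alone) in kidney, with Manf at 4.63 (SE 0.44, adjusted p = 1.2e-06) in liver and 4.49 (SE 0.21, adjusted p = 2.4e-06) in kidney and Sdf2l1 at 4.40 (SE 0.42, adjusted p = 1.3e-06) and 6.03 (SE 0.23, adjusted p = 1.7e-06). Genes of ER-associated degradation had 13 of 21 higher (17 adjusted over the list alone) in liver and 16 of 21 higher (17 adjusted over the list alone) in kidney, and Syvn1 rose by 4.31 (SE 0.45, adjusted p = 3.2e-06) and 3.68 (SE 0.34, adjusted p = 1.2e-04). PERK-ATF4-CHOP targets had 18 of 27 higher (19 adjusted over the list alone) in liver and 24 of 27 higher (26 adjusted over the list alone) in kidney. Among them, Atf3 rose by 6.50 (SE 0.34, adjusted p = 3.9e-06) in kidney and Trib3 by 6.28 (SE 0.38, adjusted p = 6.8e-06).

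Camera gave adjusted p = 5.6e-30, and 0.39 with an estimated correlation, for the chaperones in liver and adjusted p = 8.8e-31, and 0.172 with an estimated correlation, in kidney, adjusted p = 2.3e-14, and 0.39 with an estimated correlation, and adjusted p = 2.0e-19, and 0.219 with an estimated correlation, for degradation, and adjusted p = 4.6e-21, and 0.305 with an estimated correlation, and adjusted p = 6.3e-35, and 0.0436 with an estimated correlation, for PERK-ATF4-CHOP targets. TM samples were all above control samples for each gene named. Manf in F1 liver, Sdf2l1 in F1 liver and Syvn1 in F1 liver lost the call without limma's trend.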

As expected, these genes are enriched for the ER stress response (GO:0030968; liver: *q* = 2.2 × 10^−09^; kidney: *q* = 4.6 × 10^−12^). 

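In F1, 286 genes responded to TM differently in liver and kidney, 225 with the higher log2 fold change in kidney and 61 with the higher in liver. A mean of at least 5 in both tissues was reached by 282 of them. Hmox1, which degrades heme, had log2 fold changes of 1.99 in liver and of 5.91 in kidney, a difference of -3.92 (SE 0.47, adjusted p = 0.0038). St3gal3, a sialyltransferase of the Golgi, had -2.58 and 1.70, a difference of -4.28 (SE 0.48, adjusted p = 0.0037), and Usp2, a deubiquitinase, -3.29 and 0.45, a difference of -3.75 (SE 0.52, adjusted p = 0.0064). Nde1, a centrosome protein, went the other way, with 4.17 and 0.77, a difference of 3.40 (SE 0.55, adjusted p = 0.0121), and so did Slc10a2, a bile acid carrier, with 3.31 and 0.45, a difference of 2.86 (SE 0.44, adjusted p = 0.01).

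The genes were counted among 3495 called in either tissue, 196 of them called in liver only, 47 in kidney only and 43 in both. The count moved with many settings, to 74 without F1 kidney TM 1, 85 without F1 kidney TM 2, 106 without F1 kidney TM 3, 161 without F1 kidney control 2, 116 without F1 kidney control 3, 165 without F1 liver TM 2, 126 without F1 liver control 1, 1450 without F1 liver control 2 and 87 without F1 liver control 3 when 1 library was left out, to 2458 without the libraries with many receptor reads, to 18 by edgeR, 1126 by DESeq2, 8 without limma's trend, 0 with a replicate block, 135 without the filter on low counts, 435 with a mean of at least 20 required, 527 with TMM scaling, 782 with the median log2 fold change set to 0 and 434 with 2 separate fits. Hmox1, Usp2, Nde1 and Slc10a2 lost the call without limma's trend, by edgeR and with a replicate block, and St3gal3 lost it with a replicate block.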

Of the 4,738 genes affected in either tissue, 1,130 genes showed variable ER stress-induced expression between the 2 tissues in the F1 hybrid (1,130/4,738; 24%) (Supplementary Table 5) (Supplementary Fig. 5c). We observed enrichment patterns similar to B6 and CAST. There was enrichment for metabolism in the tissue-dependent genes (metabolic process, GO: 0008152, *q* = 1.9 × 10^−24^; lipid metabolic process, GO: 0006629, *q* = 2.9 × 10^−17^; fatty acid metabolic process, GO: 0006631, *q* = 1.1 × 10^−14^; glutathione metabolic process, GO: 0006749, *q* = 9.5 × 10^−07^) and enrichment for ER stress (GO: 0030968, *q* = 1.3 × 10^−07^) in the tissue-independent genes (Supplementary Tables 6 and 7).

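Some genes of fuel and bile acid metabolism were called lower in F1 liver. Of the genes of bile acid synthesis and transport, 5 of 13 were called lower (6 adjusted over the list alone) in liver. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had a log2 fold change of -5.46 (SE 0.45, adjusted p = 1.3e-07) in liver, and Slc10a1 had -2.94 in liver and 0.30 in kidney, a difference of -3.24 (SE 0.50, adjusted p = 0.0103). Of genes of fatty acid and triglyceride synthesis, 6 of 21 were called lower (8 adjusted over the list alone) in liver, with Srebf1 at -3.20 in liver and 0.096 in kidney, a difference of -3.29 (SE 0.45, adjusted p = 0.0064), and Agpat2, an enzyme of triglyceride synthesis, at -2.06 and 0.35, a difference of -2.41 (SE 0.37, adjusted p = 0.0103). Of 17 genes of gluconeogenesis and glucose metabolism, 9 fell in liver (10 adjusted over the list alone) and 1 rose, and Pck1 had a difference between tissues of -5.75 (SE 0.67, adjusted p = 0.0038). Of glutathione genes, 3 of 19 were called lower (4 adjusted over the list alone) in liver, and 1 of 19 had a lower response in liver than in kidney (9 adjusted over the list alone). No ER chaperone was tissue-dependent in F1, also when adjusted over the list alone. But simulated 4-fold tissue differences were found for only 2 of 100 genes in F1, with fewer genes changed than the 286 called here. There were differences of -0.74 (SE 0.66, adjusted p = 0.685) for Hspa5 and -0.53 (SE 0.58, adjusted p = 0.737) for Hyou1.

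Camera gave adjusted p = 3.3e-09, and 0.39 with an estimated correlation, for bile acids in liver, adjusted p = 2.6e-07, and 0.476 with an estimated correlation, for lipid synthesis, adjusted p = 5.4e-08, and 0.39 with an estimated correlation, for glucose metabolism and adjusted p = 1.9e-04, and 0.476 with an estimated correlation, for glutathione genes. Of the genes called in either tissue, 4 of 6 bile acid and 5 of 10 glucose genes were tissue-dependent (each adjusted p = 0.0049, one-sided Fisher's exact test chosen after the results were seen). Slc10a1 in F1, Srebf1 in F1 and Agpat2 in F1 lost the call by edgeR and with a replicate block, Pck1 in F1 lost it with a replicate block, and Agpat2 in F1 liver lost it without the filter on low counts, and without limma's trend the liver calls and those of Slc10a1, Srebf1 and Agpat2 between tissues end. From the metabolic terms among the tissue-dependent genes of each genotype, the paper reasons that ER stress brings a metabolic response specific to the tissue.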

Many genes affected by ER stress exhibit a tissue-effect (B6: 34%; CAST: 21%; F1: 24%). In many cases, this tissue-effect is observed in only 1 genotype (B6: 964/1751, 55%; CAST: 405/1064, 38%; F1: 444/1130, 39%) (Supplementary Fig. 6a). This genotype-effect is explored further in the next section. 

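Of the tissue-dependent genes, 473 in B6 (61.7%), 282 in CAST (53.3%) and 87 in F1 (30.4%) were called in that genotype alone. The genes given here had differences of the same sign in each genotype. Srebf1, which passed in all genotypes, had -2.30 (SE 0.47, adjusted p = 0.0238) in CAST. Igfbp1, a liver hormone that binds insulin-like growth factors, had 3.73 (SE 0.49, adjusted p = 0.0027) in CAST, 4.90 (SE 0.79, adjusted p = 0.0121) in F1 and 2.46 (SE 0.88, adjusted p = 0.173) in B6. Pck1 had -3.36 (SE 0.73, adjusted p = 0.0276) in B6 and -1.73 (SE 0.84, adjusted p = 0.355) in CAST. Nr0b2 had -4.14 (SE 0.92, adjusted p = 0.0328) in CAST and -3.17 (SE 0.84, adjusted p = 0.0986) in F1. Cyp4a10, an enzyme of fatty acid oxidation, had -1.80 (SE 0.74, adjusted p = 0.251) in B6 and -2.56 (SE 0.81, adjusted p = 0.127) in CAST.

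A call in 1 genotype and not in another does not show that the tissue difference differs between them, and that 3-way interaction was not tested. Igfbp1 in CAST lost the call with the receptor read share as a covariate, Igfbp1 in F1 lost it without limma's trend, by edgeR, with a replicate block and without F1 liver TM 2 (4.79), Pck1 in B6 lost it without limma's trend, with a replicate block, without B6 kidney TM 2 (-2.91), TM 3 (-3.26), control 2 (-3.31), control 3 (-3.13), without B6 liver TM 3 (-2.74), control 1 (-3.38) and control 3 (-3.14), Nr0b2 in CAST lost it without limma's trend, with the receptor read share as a covariate, without CAST kidney TM 1 (-3.64), TM 2 (-4.20), control 2 (-3.62), without CAST liver TM 1 (-4.18), TM 3 (-3.66), control 2 (-3.72) and control 3 (-4.56), and Srebf1 in CAST lost it without limma's trend, with a replicate block, with the receptor read share as a covariate, without CAST kidney TM 2 (-2.24), TM 3 (-2.09), control 2 (-2.25), without CAST liver TM 3 (-2.19) and control 2 (-1.90).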

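Some targets of the PERK, ATF4 and CHOP branch of the UPR responded differently in liver and kidney of B6. Of 26 targets called in either tissue, 12 were tissue-dependent, where 3.94 would be expected. On the whole list of 27, 10 had a lower response in liver than in kidney (15 adjusted over the list alone) and 3 a higher. Chac1, which degrades glutathione, had log2 fold changes of 3.79 in liver and 7.68 in kidney, a difference of -3.90 (SE 0.42, adjusted p = 0.0011), and Bbc3, which triggers apoptosis, had -1.12 and 2.25, a difference of -3.37 (SE 0.51, adjusted p = 0.0046). Fgf21, a stress hormone, had 3.32 and 7.62, a difference of -4.30 (SE 0.77, adjusted p = 0.0109). Chac1 had a difference of -3.81 (SE 0.95, adjusted p = 0.0783) in F1, and Bbc3 of -3.33 (SE 0.46, adjusted p = 0.0033) in CAST and -2.80 (SE 0.91, adjusted p = 0.18) in F1.

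The overlap had an adjusted p of 0.0043 in B6, 0.153 in CAST (6 of 25 targets) and 0.188 in F1 (5 of 25) by a one-sided Fisher's exact test chosen after the results were seen, and the overlaps were not tested against each other. Camera on the tissue difference in B6 gave adjusted p = 3.7e-06, and 0.147 with an estimated correlation. Fgf21 in B6 lost the call with a pseudocount of 5, and Bbc3 in CAST lost it with the receptor read share as a covariate.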

When comparing the genes with tissue-specific effects on post ER stress expression, B6 was the only genotype to have significant functional enrichment for the ER stress response (GO: 0034976; *q* = 2.1 × 10^−02^) (Supplementary Table 6), suggesting that B6 may harbor variation that affects how its tissues differentially utilize canonical ER stress response genes. For example, *Wfs1* is involved in calcium homeostasis in the ER and impacts the ER stress response (Yamada *et al.* 2006; Fonseca *et al.* 2010) and has similar control levels in both tissues in B6, but there is a Log_2_FC of 1.8 in kidney and a Log_2_FC of 3.2 in liver (Fig. 2d) post ER stress. 

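Wfs1 encodes wolframin, a membrane protein of the ER that steadies its calcium. Its normalized count in B6 liver was 862 ± 20.5 (SD, n = 2) with TM and 91.7 ± 6.55 (SD, n = 3) in controls, a log2 fold change of 3.22 (SE 0.27, adjusted p = 1.4e-04). In B6 kidney it was 716 ± 144 (SD, n = 3) with TM and 192 ± 18 (SD, n = 3) in controls, a log2 fold change of 1.88 (SE 0.16, adjusted p = 3.0e-05). TM samples lay above control samples in both tissues. The tables of liver and kidney were normalized apart, so that the control counts are not on 1 scale across tissues. The liver response exceeded the kidney response by 1.34 (SE 0.26, adjusted p = 0.0153). For the tissue difference Wfs1 lost the call without limma's trend, with a replicate block and without B6 kidney TM 3 (1.27).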

*Wfs1* shows no tissue effect in CAST or the F1. 

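Wfs1 rose with TM in both tissues of CAST and F1 as well. Its log2 fold change was 3.02 (SE 0.29, adjusted p = 1.5e-04) in CAST liver and 2.13 (SE 0.22, adjusted p = 3.9e-04) in CAST kidney, and 3.21 (SE 0.42, adjusted p = 5.6e-05) in F1 liver and 1.96 (SE 0.18, adjusted p = 1.2e-04) in F1 kidney, with every TM sample above every control sample. The liver response was above the kidney response by 0.90 (SE 0.38, adjusted p = 0.271) in CAST and by 1.25 (SE 0.41, adjusted p = 0.192) in F1, neither of which passes the test.

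In F1 the tissue difference passes by DESeq2 (1.40), without the 5 libraries (1.98) and without F1 liver control 2 (1.43), and the F1 liver call ends without limma's trend. Whether the tissue difference itself differs between genotypes was not tested.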

Response to nutrients (*q* = 3.2 × 10^−03^) was the only functional enrichment unique to the CAST genotype (Supplementary Table 6). Many of these nutrient-sensing genes are involved in lipid transport, cholesterol transport, and lipid localization. This indicates a CAST- and tissue-specific response to ER stress involving lipid metabolism and localization. 

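Among the tissue-dependent genes of CAST were Angptl8, Cidec, Pctp and Abcd2, which act on lipid. Angptl8, a hormone that inhibits lipoprotein lipase, had log2 fold changes of -1.16 in liver and 3.74 in kidney, a difference of -4.90 (SE 0.70, adjusted p = 0.0037). In B6 its difference was -3.28 (SE 0.63, adjusted p = 0.0158) and in F1 -1.62 (SE 0.72, adjusted p = 0.379). Cidec, which enlarges lipid droplets, had 4.39 and 1.02, a difference of 3.37 (SE 0.38, adjusted p = 0.0016), and 2.15 (SE 1.31, adjusted p = 0.507) in B6 and 3.71 (SE 0.87, adjusted p = 0.0636) in F1. Pctp, which carries phosphatidylcholine between membranes, had 0.70 and -2.21, a difference of 2.90 (SE 0.42, adjusted p = 0.0038), and 0.88 (SE 0.41, adjusted p = 0.325) in B6 and 1.58 (SE 0.46, adjusted p = 0.135) in F1. Abcd2, a transporter of very long-chain fatty acids into peroxisomes, had -3.58 and 0.57, a difference of -4.16 (SE 0.60, adjusted p = 0.0037), and -1.91 (SE 0.96, adjusted p = 0.379) in B6 and -2.67 (SE 0.68, adjusted p = 0.0878) in F1.

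The differences have one sign in each genotype compared here, and whether they differ between genotypes was not tested. Angptl8, Cidec, Pctp and Abcd2 lost the call with the receptor read share as a covariate.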

One of the top significant genes in CAST with a tissue-effect was *Tsc22d1* (*P*-adj = 6.64 × 10^−24^) which is significantly upregulated in kidney (Log_2_FC = 1.077) and downregulated in liver (Log_2_FC = −2.7) (Fig. 2e). 

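Tsc22d1, a regulator of transcription, had opposite responses to TM in CAST liver, with a log2 fold change of -2.72 (SE 0.25, adjusted p = 1.2e-04), and in CAST kidney, with 1.08 (SE 0.21, adjusted p = 0.0111). In liver its normalized count was 819.8 ± 211 (SD, n = 3) with TM and 5324 ± 563 (SD, n = 2) in controls, and in kidney 5495 ± 1547 (SD, n = 3) and 2538 ± 117 (SD, n = 3). All TM samples were below the controls in liver and above them in kidney. The difference between tissues was -3.80 (SE 0.34, adjusted p = 2.7e-04) in CAST. It was -3.41 (SE 0.47, adjusted p = 0.0028) in B6 and -4.72 (SE 0.49, adjusted p = 0.0037) in F1, so the gene was tissue-dependent in all 3 genotypes. In F1 it rose in kidney, by 2.67 (SE 0.27, adjusted p = 1.9e-04), and fell in liver, with -2.05 (SE 0.44, adjusted p = 0.005), whereas in B6 liver -0.97 does not pass (adjusted p = 0.161) and in B6 kidney it was 2.45 (SE 0.20, adjusted p = 2.6e-05).

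Tsc22d1 in CAST lost the call with the receptor read share as a covariate, and Tsc22d1 in F1 lost it with a replicate block. Within a tissue Tsc22d1 in CAST kidney lost the call without CAST kidney control 2 (1.04), and Tsc22d1 in F1 liver lost it without the filter on low counts, without limma's trend and without F1 liver TM 1 (-1.85), and the B6 liver change is called with a replicate block (-1.37), without the 5 libraries (-1.22) and without B6 liver control 2 (-1.37).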

*Tsc22d1* is a TF responsive to TGFβ and is thought to be a tumor suppressor gene (Hömig-Hölzel *et al.* 2011). 

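Many genes of fatty acid oxidation and of amino acid breakdown were called lower in F1 liver. Of the genes of fatty acid oxidation and ketogenesis, 16 of 29 were called lower (25 adjusted over the list alone) in liver, and 4 of 29 had a lower response in liver than in kidney (28 adjusted over the list alone). Cyp4a10 had log2 fold changes of -3.31 in liver and -0.057 in kidney, a difference of -3.26 (SE 0.50, adjusted p = 0.01). Of the genes of amino acid breakdown and the urea cycle, 12 of 23 were called lower (17 adjusted over the list alone) in liver, and 1 of 23 differed between tissues (14 adjusted over the list alone). Hal, which breaks down histidine, had -3.79 (SE 0.43, adjusted p = 8.5e-06) in liver, and Sds, which breaks down serine, had -2.39 (SE 0.45, adjusted p = 0.0016).

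Camera gave adjusted p = 6.8e-19, and 0.39 with an estimated correlation, for fatty acid oxidation in liver and adjusted p = 2.3e-12, and 0.39 with an estimated correlation, for amino acid breakdown, and adjusted p = 3.2e-22, and 0.229 with an estimated correlation, and adjusted p = 1.4e-11, and 0.102 with an estimated correlation, for the tissue differences. Among tissue-dependent genes were 4 of 17 changed genes of fatty acid oxidation (adjusted p = 0.188, one-sided Fisher's exact test chosen after the results were seen). Cyp4a10 in F1 lost the call without limma's trend, by edgeR and with a replicate block, Hal in F1 liver lost it without limma's trend, and Sds in F1 liver lost it without the filter on low counts and without limma's trend.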

Functional enrichment in genes with a tissue-effect in the F1 revealed terms such as cellular amino acid biosynthetic process (*q* = 4.6 × 10^−02^), protein homotetramerization (*q* = 8.1 × 10^−03^), and fatty acid beta-oxidation (*q* = 1.8 × 10^−07^) (Supplementary Table 6). 

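Acot1 encodes an enzyme that frees fatty acids from acyl-CoA in the cytosol. In F1 its log2 fold change with TM was -1.81 (SE 0.45, adjusted p = 0.0144) in liver and 0.92 (SE 0.21, adjusted p = 0.0225) in kidney, and TM and control samples did not overlap in either tissue. Normalized counts in F1 liver were 45.5 ± 11.2 (SD, n = 2) with TM and 167 ± 55 (SD, n = 3) in controls, and in F1 kidney 686 ± 83.9 (SD, n = 3) and 366 ± 78.7 (SD, n = 3). The difference between the tissues was -2.73 (SE 0.44, adjusted p = 0.0121) in F1. In B6 it was -0.85 (SE 0.51, adjusted p = 0.497) and in CAST -1.005 (SE 0.76, adjusted p = 0.593), in the same direction, and whether it differs between genotypes was not tested.

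For the tissue difference in F1, Acot1 lost the call without limma's trend, by edgeR, with a replicate block and without F1 kidney TM 1 (-2.69). Within the tissues, Acot1 in F1 liver lost the call without the filter on low counts, without limma's trend, without F1 liver TM 1 (-2.06), TM 2 (-1.57) and control 3 (-1.60), and Acot1 in F1 kidney lost it without limma's trend, with the receptor read share as a covariate, without F1 kidney TM 1 (0.87), TM 2 (1.03) and TM 3 (0.86).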

One of the top genes with tissue-dependent expression unique to F1 is *Acot1* (*q* = 2.02 × 10^−06^) (Fig. 2f). *Acot1* impacts the lipid composition of the cell, which can alter membrane components (Liu *et al.* 2020). This implicates, similar to CAST, a tissue- and genotype-specific response to ER stress which involves membrane composition.

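Of 2209 genes changed in either tissue of each genotype, 1606 were tissue-dependent in no genotype, and 1570 of these could be tested in each. ER chaperones, genes of ER-associated degradation and genes of ribosome biogenesis were over-represented among them. A gene that did not pass the test is not shown to respond equally in both tissues. Gnl3, a nucleolar GTPase, rose by 2.53 (SE 0.12, adjusted p = 1.0e-06) in B6 kidney, 1.90 (SE 0.22, adjusted p = 3.3e-04) in CAST liver and 2.50 (SE 0.40, adjusted p = 3.4e-04) in F1 liver. Eif2ak3, which encodes PERK, rose by 2.16 (SE 0.28, adjusted p = 0.001) in B6 liver, 2.42 (SE 0.16, adjusted p = 4.3e-05) in CAST kidney and 2.45 (SE 0.22, adjusted p = 1.1e-04) in F1 kidney, and Atf6, another sensor of the UPR, by 2.49 (SE 0.12, adjusted p = 1.0e-06), 2.18 (SE 0.22, adjusted p = 1.8e-04) and 2.80 (SE 0.25, adjusted p = 8.6e-05) in B6 kidney, CAST liver and F1 kidney. Mogs, the first glucosidase to trim glycans in the ER, rose by 1.78 (SE 0.29, adjusted p = 0.0039) in B6 liver and 1.87 (SE 0.20, adjusted p = 4.5e-04) in CAST kidney.

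TM samples were all above controls in the comparisons named. Gnl3 in F1 liver, Eif2ak3 in B6 liver and Mogs in B6 liver lost the call without limma's trend.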

We found 1,623 genes, common in all 3 genotypes, whose ER stress response was not affected by tissue type (Supplementary Fig. 6b). As expected, functional enrichment of these genes includes many functions directly related to the ER stress response (ER UPR, GO: 0030968, *q* = 1.8 × 10^−09^; response to unfolded protein, GO: 0006986, *q* = 1.3 × 10^−06^) (Supplementary Table 7). 

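All 21 ER chaperones and all 16 genes of ER-associated degradation that changed in each genotype were tissue-dependent in none, where 15.2 and 11.6 would be expected (adjusted p = 0.0213 and 0.036). Of PERK-ATF4-CHOP targets 10 of 24 were (expected 17.4, adjusted p = 1). Herpud1 had a difference between liver and kidney of -1.08 (SE 0.55, adjusted p = 0.462) in F1, and Ddit3 had -0.63 (SE 0.45, adjusted p = 0.597) in B6 and 0.43 (SE 0.52, adjusted p = 0.759) in F1, none of which passes.

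These overlaps were taken over 2166 genes tested in each genotype with a one-sided Fisher's exact test, chosen after the results were seen. They count genes that did not pass a test of limited power. With fewer genes changed than were called here, it found 42, 48 and 2 of 100 simulated 4-fold tissue differences in B6, CAST and F1. The overlaps thus do not show equal responses in the tissues.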

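Most genes of ribosome biogenesis and the nucleolus were called higher with TM in each of the 6 comparisons. Of 36 measured, 24 were called higher in B6 liver (31 adjusted over the list alone), 23 in CAST liver (28 adjusted over the list alone) and 20 in F1 liver (25 adjusted over the list alone). In kidney the numbers were 27 in B6, 26 in CAST and 26 in F1 (27, 30 and 31 adjusted over the list alone). None was called lower. Nop58, a core protein of the small nucleolar particles that modify ribosomal RNA, rose by 3.02 (SE 0.30, adjusted p = 2.8e-04) in B6 liver, 2.17 (SE 0.24, adjusted p = 2.5e-04) in CAST liver and 3.82 (SE 0.41, adjusted p = 4.0e-06) in F1 liver, and by 2.52 (SE 0.15, adjusted p = 3.4e-06), 2.50 (SE 0.15, adjusted p = 3.0e-05) and 2.49 (SE 0.19, adjusted p = 3.3e-05) in kidney, with all TM samples above all controls. Wdr43, which helps process ribosomal RNA, rose by 2.24 (SE 0.35, adjusted p = 0.0031) in B6 liver and 1.87 (SE 0.15, adjusted p = 1.0e-04) in CAST kidney. Among genes changed in each genotype, 23 of 24 of this list were tissue-dependent in none (17.4 expected, adjusted p = 0.036, one-sided Fisher's exact test chosen after the results were seen). This overlap does not show equal responses either.

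With an estimated correlation the adjusted p of camera for the list was 0.272, 0.221 and 0.39 in liver and 0.509, 0.0426 and 0.159 in kidney of B6, CAST and F1, against 8.1e-20, 3.1e-13, 1.1e-19, 3.8e-16, 3.0e-19 and 2.3e-23 at the preset one. Nop58 in B6 liver, Nop58 in F1 liver and Wdr43 in B6 liver lost the call without limma's trend.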

The top significant functional category was ribosome biogenesis (GO: 0042254, *q* = 3.2 × 10^−11^) and the top cellular compartment enrichment category was for the nucleolus (GO: 0005730, *q* = 1.6 × 10^−33^). The nucleolus is integral to ribosome biogenesis. The nucleolus has been shown to play an active role in regulating cellular stress, with potential links to the ER stress response (Yang *et al.* 2018; Chen and Stark 2019; Pecoraro *et al.* 2020).

### ER stress-induced fold-change varies by genetic background

To determine how genetic background impacts variation in ER stress-induced gene expression in each tissue, we examined genotype-effects of ER stress on expression in liver and kidney. In either tissue, based on a 1.5-fold cutoff (FDR 5%), the majority of genes are upregulated post-ER stress in only 1 or 2 of the genotypes (Fig. 3). 

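Of the genes called higher with TM in at least 1 genotype, 75.7% in liver and 62.0% in kidney were called in only 1 or 2 genotypes. Many of the genes called in 1 genotype moved the same way in the others. In liver 950 of 1050 such genes tested in all genotypes (90.5%) had a log2 fold change above 0 in all 3, and in kidney 863 of 973 (88.7%). Mt1, a metallothionein that binds zinc, is 1 gene whose rise in kidney did differ between genotypes, with log2 fold changes of 1.52, 4.30 and 1.59 in B6, CAST and F1 (adjusted p = 0.011 from limma's moderated F-test).

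A call in 1 genotype and not in another is not a difference between them, and of the genes called in 1 genotype alone none in liver and 4 in kidney pass the test of genotype. Mt1 lost the call without limma's trend, without CAST kidney TM 3 (0.0522) and control 2 (0.051), given as adjusted p.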

In liver, 2,330 (of 20,131, 11.5%) genes are significantly upregulated post-ER stress in at least one of the genotypes. Of these genes, 950 (41%) are uniquely upregulated in only 1 genotype, 550 (23%) are upregulated in 2 genotypes, and 830 (36%) are upregulated in all 3 genotypes (Fig. 3). 

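In liver 2172 genes were called higher with TM in at least 1 genotype. Of these 1159 (53.4%) were called in 1 genotype, 485 (22.3%) in 2 and 528 (24.3%) in all 3. Of the 1159, 934 were called in CAST only, 140 in B6 only and 85 in F1 only. Creld2, which folds proteins in the ER, and Kdelr3, which returns them from the Golgi, were among those called in all genotypes, with log2 fold changes of 5.41 and 3.60 in B6.

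When a gene called in 1 genotype had only to be higher at an unadjusted p below 0.05 in the others, 1110 genes (51.1%) were shared by all 3. Without F1 liver TM 1 the share called in all 3 was 5.74%, without the filter on low counts 6.26%, and without limma's trend 0.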

In kidney, 2,718 (of 20,661, 13.2%) genes are significantly upregulated post-ER stress in at least one of the genotypes. Of these genes, 971 (36%) are uniquely upregulated in only 1 genotype, 594 (22%) are upregulated in 2 genotypes, and 1,153 (42%) are upregulated in all 3 genotypes (Fig. 3).

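In kidney 2921 genes were called higher with TM in at least 1 genotype, 1082 (37.0%) in 1 genotype, 730 (25.0%) in 2 and 1109 (38.0%) in all 3. Those called in 1 genotype were 493 in B6, 263 in CAST and 326 in F1. Nfil3, a transcription factor of the circadian clock, rose by 3.02 (SE 0.29, adjusted p = 6.8e-05) in B6 and 3.67 (SE 0.20, adjusted p = 4.8e-06) in F1. Pmaip1, which promotes apoptosis, rose by 2.59 (SE 0.23, adjusted p = 4.8e-05) in B6, 2.76 (SE 0.24, adjusted p = 1.8e-04) in CAST and 3.22 (SE 0.18, adjusted p = 4.8e-06) in F1.

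With the condition of an unadjusted p below 0.05 in the other genotypes, 1871 genes (64.1%) were shared by all 3, and without limma's trend the share called in all 3 was 23.3%.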

**Fig. 3.**
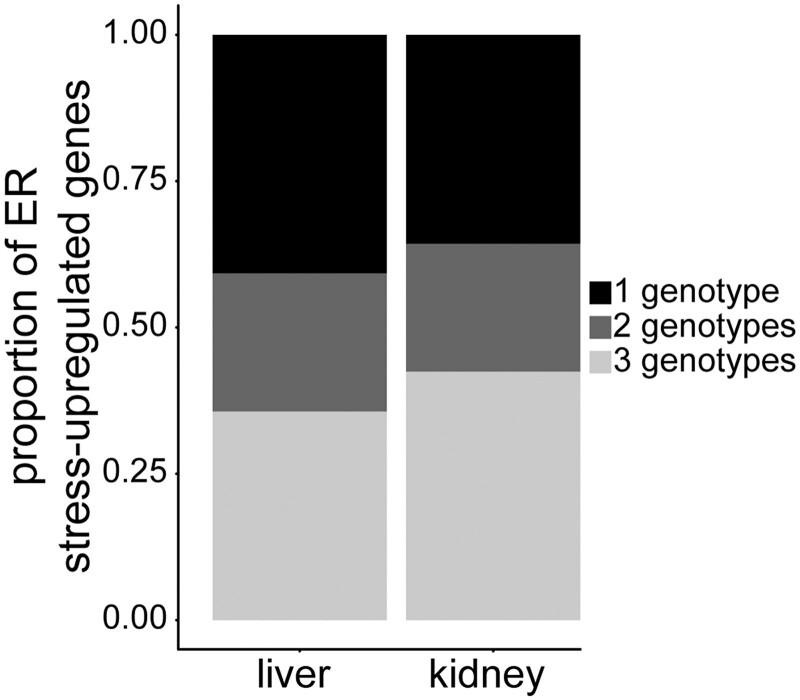
Genotype-specific expression post ER stress. Proportion of ER stress-upregulated genes that are shared in all 3 genotypes, shared in 2 genotypes, or unique to 1 genotype.

To identify genes with genotype-dependent ER stress-induced gene expression, we performed a likelihood-ratio test for each tissue. Ninety-one ER stress response genes in the liver were dependent on genetic background (91/5,143; 1.8% of ER stress-regulated genes) (*q* < 0.05) (Supplementary Table 8). 

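No gene in liver passed the test of a genotype-dependent response to TM among 4554 genes called in at least 1 genotype. The smallest adjusted p was 0.0733, of Cyp2c55, a cytochrome P450. Ces1f, a carboxylesterase, had 0.288.

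The test was limma's moderated F-test of both interaction terms over 20157 genes, of which 761 had an unadjusted p below 0.05, where 1008 would be expected by chance. EdgeR also called 0 genes and DESeq2 98. Single libraries moved the count, to 32 without B6 liver TM 3, 1 without B6 liver control 2, 2 without CAST liver control 2, 2 without CAST liver control 3, 1 without F1 liver TM 2, 1 without F1 liver control 1 and 5 without F1 liver control 2, and without the 5 libraries with many receptor reads it was 135. Simulated 4-fold differences between genotypes in liver were found for 2 of 100 genes.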

There was no functional enrichment among these genotype-dependent ER stress response genes. Nevertheless, there were some striking observations. For example, many of these genes are involved in immunity, such as *Rsad2*, *Tlr12*, *Zc3hav1*, and *Nlrp6*. 

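Rsad2, an interferon-induced antiviral protein, had log2 fold changes with TM of -1.30, 1.96 and 0.50 in B6, CAST and F1 liver (genotype adjusted p = 0.32 by limma and 0.0057 by DESeq2). Tlr12, a receptor that senses parasite proteins, had -4.27, 0.40 and -2.07 (adjusted p = 0.0733 and 1.1e-04), and Zc3hav1, which destroys viral RNA, had -0.31, 1.48 and 0.63 (adjusted p = 0.707 and 6.3e-04). Nlrp6, an inflammasome sensor, fell in each genotype, with -2.28, -4.23 and -2.90 (adjusted p = 0.813 and 0.0386). Within genotypes, Tlr12 fell in B6 liver and F1 liver with adjusted p of 3.2e-04 and 0.0213, and Rsad2 and Zc3hav1 rose in CAST liver with 0.0048 and 0.0028. Samples of TM and control did not overlap in these 4.

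By limma none of the 4 genes passes the test of genotype in liver. Tlr12 passes by limma with a pseudocount of 5 (0.0474), with a mean of at least 20 required (0.0417), without the 5 libraries (0.00767), with the receptor read share as a covariate (0.0383), without B6 liver TM 3 (0.0225), without B6 liver control 2 (0.0223) and without F1 liver control 2 (0.0268), and Rsad2 without the 5 libraries with many receptor reads (0.0379). For the TM responses Nlrp6 in F1 liver and Tlr12 in B6 liver lost the call without limma's trend, and Tlr12 in F1 liver lost it without the filter on low counts, without limma's trend, by edgeR, without F1 liver TM 1 (-1.60), control 1 (-2.07) and control 3 (-2.21).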

Other genes point to important genotype differences that may define how a genotype responds to stress. For example, *Mrs2*, which is involved in magnesium transportation into the mitochondria, shows one of the strongest genotype-dependent expressions post-ER stress (*P*-adj = 7.93 × 10^−06^) (Fig. 4a). 

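Mrs2, the magnesium channel of the inner mitochondrial membrane, had an F of 8.91 in limma's test of genotype and treatment in liver, with an adjusted p of 0.614 over 20157 genes. DESeq2 on the recovered reads gave 5.0e-06, edgeR 0.384 and limma without the 5 libraries with many receptor reads 0.0556. In liver against kidney of CAST its response was higher in liver by 1.25 (SE 0.24, adjusted p = 0.0159).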

Under control conditions, each genotype has similarly low levels of *Mrs2*. However, under ER stress, each genotype responds very differently (Log_2_FC: B6: -0.145; F1: 0.49; CAST: 1.23). 

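In liver, normalized counts of Mrs2 were 271 ± 13 (SD, n = 3) in B6 controls, 249.9 ± 22.1 (SD, n = 2) in CAST controls and 228 ± 15 (SD, n = 3) in F1 controls, in tables normalized apart. With TM they were 202 ± 11 (SD, n = 2), 521 ± 37.7 (SD, n = 3) and 293 ± 59.1 (SD, n = 2). Mrs2 rose in CAST, with a log2 fold change of 1.06 (SE 0.21, adjusted p = 0.0065) and all TM samples above the controls. In B6 it was -0.42 (SE 0.27, adjusted p = 0.427) and in F1 0.34 (SE 0.39, adjusted p = 0.812), neither past the threshold. Mrs2 lost the call with the receptor read share as a covariate.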

*Mrs2* is required for the normal function of the mitochondrial respiratory complex, which has been linked to ER stress outcomes (Piskacek *et al.* 2009; Balsa *et al.* 2019; Knupp *et al.* 2019). *Mrs2* or any one of these immunity genes could play a role in the variable ER stress response given their genotype-dependent expression and their connection to the ER stress response (Todd *et al.* 2008; Bettigole and Glimcher 2015).

**Fig. 4.**
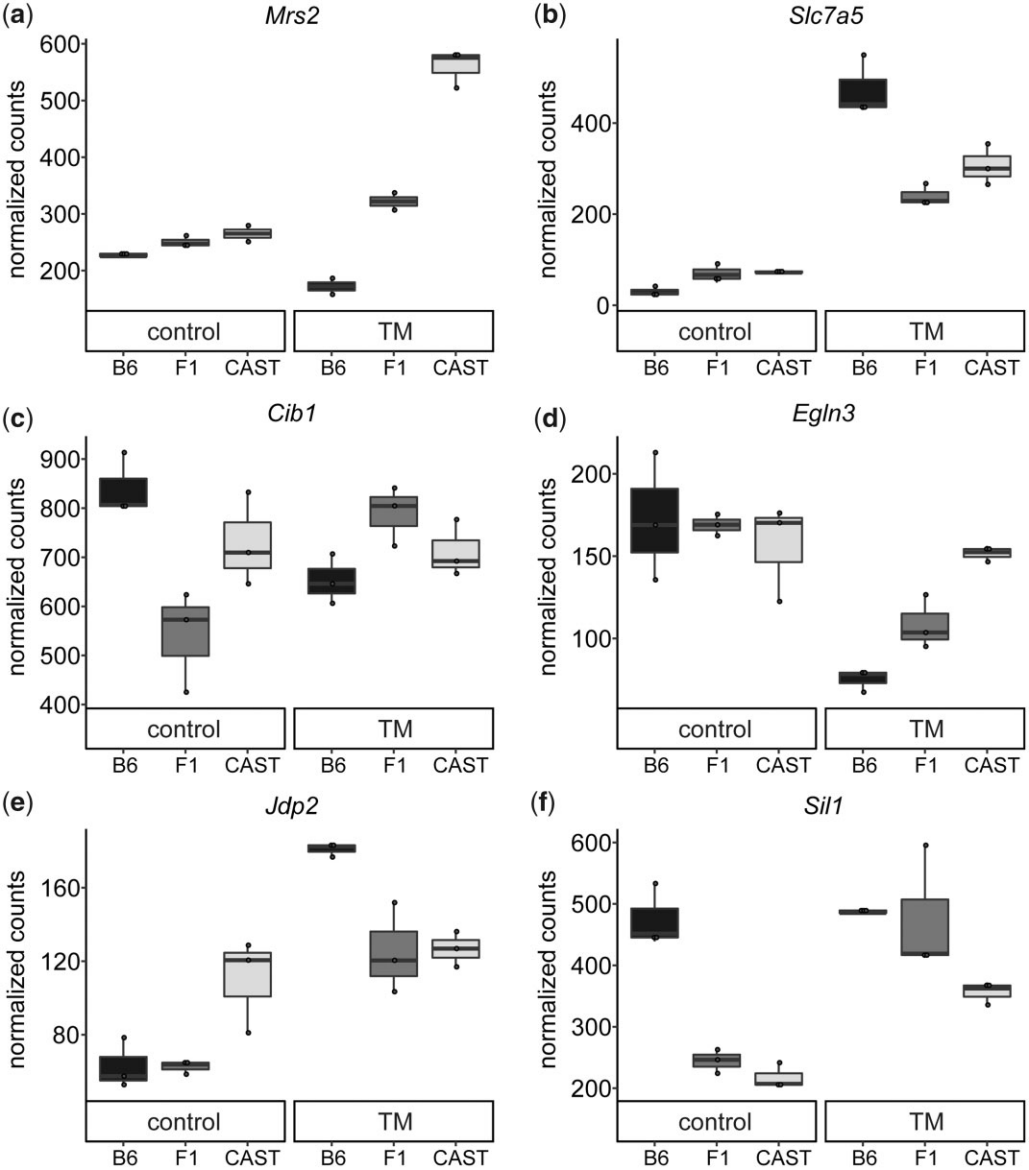
Variable expression of genes across genotypes post ER stress. Normalized counts for each genotype are plotted for control and TM conditions for a subset of genes that display a significant variable expression across the genotypes in (a) liver or (b–f) kidney. Each point represents a biological replicate. All plots show a significant genotype effect (*P*-adj < 0.05).

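In kidney 17 genes passed the test of a genotype-dependent response to TM, among them the predicted genes Gm11952, Gm14143, Gm15550, Gm17809 and Gm8522. Gm11952 and Gm14143 had a mean under 5 in F1 kidney, so that a response in F1 was not tested. Gm11952 did not pass by DESeq2 (adjusted p = 0.27) or edgeR (0.586). Gm14143 and Gm8522 did not pass by edgeR (adjusted p = 0.0865 and 0.217). Hrk, which triggers apoptosis, rose in B6 with log2 fold changes of 3.98, 0.42 and 1.15 in B6, CAST and F1 (adjusted p = 7.3e-04). Fibin, a secreted factor, had 3.52, 1.49 and 2.10 (adjusted p = 0.0038). Zc3hav1 was higher in CAST and F1, with 0.69, 2.79 and 2.24 (adjusted p = 0.0038). Bcat1, which transfers amino groups from branched-chain amino acids, had -0.998, 1.68 and 0.36 (adjusted p = 0.0295), Baat, which conjugates bile acids, 2.33, 0.055 and 0.69 (adjusted p = 0.0325) and Phgdh, the entry enzyme of serine synthesis, 3.46, 1.82 and 3.24 (adjusted p = 0.0325).

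These are 0.33% of 5174 genes called in at least 1 genotype, by limma's moderated F-test over 22767 genes, of which 1233 had an unadjusted p below 0.05 (1138 expected by chance). EdgeR called 15 and DESeq2 108. Limma called 44 with a replicate block and 41 with a pseudocount of 5. Replicate numbers pair the samples in B6 and CAST kidney. Hrk, Fibin, Zc3hav1 and Slc7a5 kept their calls whichever library was left out. The count was 10 without B6 kidney TM 1, 10 without B6 kidney TM 3, 10 without B6 kidney control 2, 9 without B6 kidney control 3, 7 without CAST kidney TM 2, 9 without CAST kidney TM 3, 10 without CAST kidney control 2, 11 without F1 kidney TM 1 and 34 without F1 kidney control 1, and 10 without limma's trend. As adjusted p, Bcat1 lost the call without limma's trend, without B6 kidney TM 1 (0.0767), TM 2 (0.0706), TM 3 (0.0539), control 2 (0.0916), control 3 (0.0978), without CAST kidney TM 1 (0.0634), TM 2 (0.0742), control 2 (0.0946) and control 3 (0.071), Baat lost it with a pseudocount of 5, without limma's trend, without B6 kidney TM 1 (0.0559), TM 2 (0.0852), TM 3 (0.108), control 2 (0.117), control 3 (0.109), without CAST kidney TM 2 (0.0804), TM 3 (0.0961), control 2 (0.0894), control 3 (0.071), without F1 kidney TM 2 (0.0522) and control 3 (0.0525), and Phgdh lost it without limma's trend, without B6 kidney TM 1 (0.0559), TM 2 (0.0512), control 1 (0.0642), control 3 (0.0902), without CAST kidney TM 2 (0.0895), TM 3 (0.145), control 1 (0.0664), control 2 (0.134), without F1 kidney TM 1 (0.0601), TM 2 (0.0552) and control 3 (0.057).

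**Figure D2:**
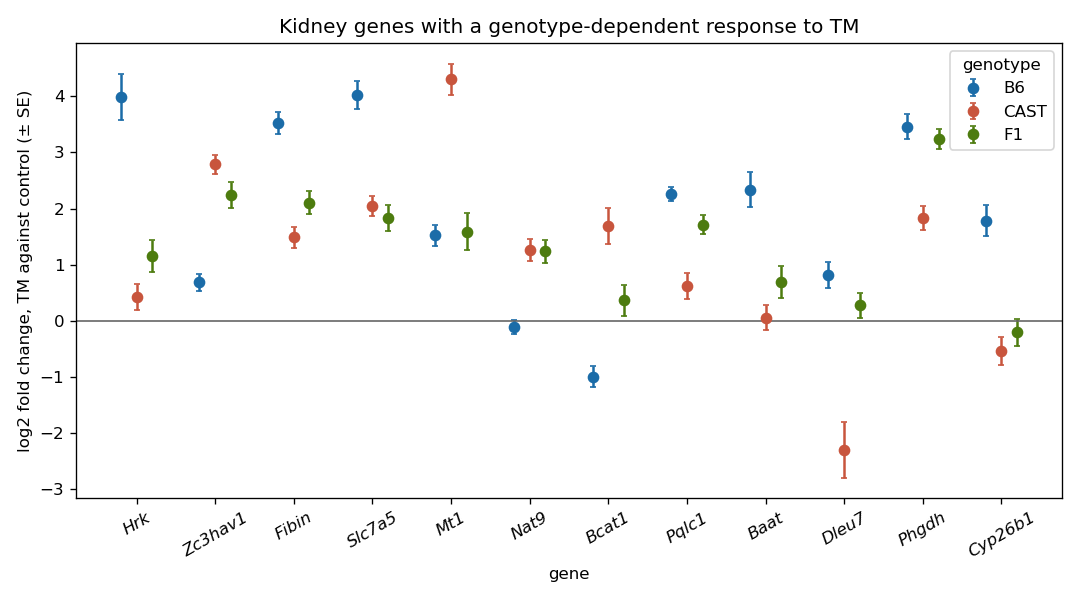
Log2 fold change with TM (vertical axis) in kidney of B6, CAST and F1 (points, with bars of 1 standard error from limma) for 12 genes with a genotype-dependent response (horizontal axis). The B6 point of Hrk lies at 3.98 and that of CAST at 0.42.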

In kidney, 117 genes showed a genetic background-dependent response to ER stress (117/4,813; 2.4% of ER stress-regulated genes) (*q* < 0.05) (Supplementary Table 8). There was no functional enrichment among these genotype-dependent genes in the kidney. However, many of these genes have functions that can affect the ER stress response. Some of these processes include amino acid transport (*Slc7a5*), apoptosis (*Cib1, Egln3*), regulation of transcription (*Jdp2*), and nucleotide exchange factors (*Sil1*) (Fig. 4, b–f). 

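Slc7a5, which imports large neutral amino acids, rose in kidney of each genotype, by 4.03 (SE 0.24, adjusted p = 4.1e-06) in B6, 2.05 (SE 0.18, adjusted p = 1.8e-04) in CAST and 1.83 (SE 0.23, adjusted p = 8.2e-04) in F1, with TM samples above controls throughout, and its response depended on genotype (adjusted p = 0.0081). Egln3, an oxygen-sensing hydroxylase, had log2 fold changes of -1.15, -0.02 and -0.62 in B6, CAST and F1, Jdp2, a partner of Jun proteins, 1.55, 0.23 and 0.99, Sil1, the nucleotide exchange factor of Hspa5, 0.063, 0.72 and 0.96 and Cib1, a calcium-binding protein, -0.35, -0.025 and 0.58. Egln3 and Jdp2 passed the TM test in B6 kidney (adjusted p = 0.0019 and 2.9e-04) and Sil1 in CAST and F1 kidney (adjusted p = 0.0178 and 0.0155), all with TM and control samples apart.

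In limma's test of genotype, Egln3, Jdp2, Sil1 and Cib1 had adjusted p of 0.348, 0.238, 0.363 and 0.411, and in DESeq2's 0.0475, 0.0219, 0.0219 and 0.0183. Egln3 in B6 kidney and Jdp2 in B6 kidney lost the call with the receptor read share as a covariate, Sil1 in CAST kidney lost it with the receptor read share as a covariate, without CAST kidney TM 1 (0.72), TM 2 (0.68), TM 3 (0.75) and control 3 (0.69), and Sil1 in F1 kidney lost it without limma's trend, without F1 kidney TM 1 (0.80), TM 2 (1.03) and TM 3 (1.04).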

Further functional validation will be required to confirm the impact these genes have on the variable ER stress response. Similar to liver, there are a number of genes that are involved in the immune response in kidney. However, the exact immunity genes with genotype-effects are unique to kidney, such as *Cdd36*, *Alcam*, and *Tapbpl*. 

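Alcam, an adhesion molecule of leukocytes, rose in CAST kidney by 1.68 (SE 0.21, adjusted p = 0.0012) and in F1 kidney 2.18-fold (adjusted p = 0.0042), and had 0.12 in B6 kidney. Cd36, a scavenger receptor that takes up fatty acids, had log2 fold changes of -0.79, -0.17 and 0.17 in B6, CAST and F1, and Tapbpl, which edits peptides for antigen display, 1.40, 0.53 and 1.38. Cd36 fell in B6 kidney (adjusted p = 0.0037) and Tapbpl rose in B6 and F1 kidney (adjusted p = 4.6e-05 and 0.0022). TM and control samples did not overlap in these changes.

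For genotype, limma gave an adjusted p of 0.0512 for Alcam, 0.524 for Cd36 and 0.372 for Tapbpl, and DESeq2 3.6e-04, 0.0063 and 0.0215. Alcam passes by limma with a pseudocount of 5 (0.0337), with a mean of at least 20 required (0.049), with TMM scaling (0.0427), with the median log2 fold change set to 0 (0.041), with a replicate block (0.0234), without the 5 libraries (0.0232), with the receptor read share as a covariate (0.0435), without CAST kidney control 3 (0.0118) and without F1 kidney control 1 (0.0232). Within genotypes, Cd36 in B6 kidney lost the call with the receptor read share as a covariate.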

For the 208 genes that display genotype-dependent expression in either liver or kidney, we asked which genotype had the highest or lowest expression of the 3 genotypes. We found F1 to be the least likely (23%, 95/416) to have the outlying expression level, indicating that in most genes that show a genotype-effect (77%, 321/416) there is a potential additive effect between the 3 genotypes where F1 expression is intermediate to B6 and CAST expression. 

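By log2 fold change with TM, F1 held 4 of 30 highest and lowest places (13.3%) among genes with a genotype-dependent response, where random places would give 33%. All of these genes were from kidney, since none passed in liver, and Gm11952 and Gm14143, without a fold change in F1, were left out. By mean normalized count under TM, over all 17 genes and in tables normalized apart, F1 held 32.4% of the places. F1 lay between the parents for Hrk, Fibin and Zc3hav1 and it was the lowest for Slc7a5, just below CAST. Its other places were those of the predicted genes Gm15550, Gm17809 and Gm8522, where it was the lowest, at -1.86, -1.54 and -0.61. CAST had 0.49, 1.40 and 1.44 for them. F1 reads were aligned with another tool and to a masked genome, and whether this bears on these genes was not tested. The log2 fold changes of Pqlc1, a lysosomal transporter-like protein, were 2.26, 0.62 and 1.71 in B6, CAST and F1, and those of Cyp26b1, which degrades retinoic acid, 1.78, -0.53 and -0.21.

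DESeq2 gave F1 85 of 396 places (21.5%), and limma without the 5 libraries with many receptor reads 42 of 314 (13.4%). The share in % was 23.1 without B6 kidney control 1, 22.2 without CAST kidney control 2 and 22.7 without F1 kidney TM 2, and no test was made of it. As adjusted p of genotype, Pqlc1 lost the call without limma's trend, without B6 kidney TM 1 (0.0528), TM 2 (0.0671), TM 3 (0.0851), control 1 (0.0752), control 2 (0.0526), control 3 (0.0926), without CAST kidney TM 2 (0.0742), TM 3 (0.117) and without F1 kidney TM 1 (0.051), and Cyp26b1 lost it with TMM scaling, without limma's trend, without B6 kidney TM 1 (0.0907), TM 2 (0.128), TM 3 (0.0544), control 2 (0.117), control 3 (0.0807), without CAST kidney TM 1 (0.0698), TM 2 (0.0742), control 2 (0.0551), control 3 (0.071), without F1 kidney TM 2 (0.0552), control 2 (0.0508) and control 3 (0.0621). From the rarity of F1 at the extremes, the paper proposes that the genotypes act additively, with F1 between B6 and CAST.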

There were a similar number of genes in both tissues that displayed genotype-dependent expression (liver: 91; kidney: 117). 

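No gene passed the test of a genotype-dependent response in both tissues, since none passed in liver (edgeR likewise 0, with 761 liver genes at an unadjusted p below 0.05). By DESeq2 on the recovered reads 10 genes passed in both. They include Slc7a11, the cystine importer, Ugdh, which makes UDP-glucuronate, Zc3hav1, Nupr1, Ces1f and the peroxisomal racemase Amacr. By limma without the 5 libraries with many receptor reads 1 gene, Ugdh, passed in both. Zc3hav1 passed by limma in kidney alone.

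The DESeq2 overlap had p = 5.5e-11 (one-sided Fisher's exact test over 18796 genes tested in both tissues). Only genes called with TM in at least 1 genotype could enter either set, so that this background can make the p too small. Liver and kidney samples also appear to share mice, so that the sets are not independent.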

Between the 2 tissues, 9 genes showed a genotype effect in both tissues, which is greater than expected by random chance (*P* = 1.08 × 10^−05^). Of these 9 genes, some maintain similar expression patterns between the 2 tissues across the 3 genotypes, while some trend in different directions. For example, *Ces1f* displays genotype-dependent expression in both kidney and liver (kidney *q* = 0.034; liver: *q* = 7.18 × 10^−08^). However, the expression pattern is different between the 2 tissues. F1 *Ces1f* expression is the lowest of the 3 genotypes in liver, while F1 *Ces1f* expression is highest in kidney (Liver Log_2_FC: B6: −2.99, F1: −4.71, CAST: −3.22; Kidney: B6: −1.72, F1: −0.94, CAST: −2.32).

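Ces1f fell with TM in liver of each genotype, with log2 fold changes of -2.98 (SE 0.29, adjusted p = 2.5e-04) in B6, -3.22 (SE 0.21, adjusted p = 3.1e-05) in CAST and -4.70 (SE 0.40, adjusted p = 2.4e-07) in F1. In kidney it fell in B6, with -1.73 (SE 0.15, adjusted p = 3.6e-05), and in CAST, with -2.32 (SE 0.18, adjusted p = 9.7e-05), and had -0.94 (SE 0.32, adjusted p = 0.0998) in F1. TM samples were below controls in all but F1 kidney, where the call is made by DESeq2, without the 5 libraries (-1.22), with the receptor read share as a covariate (-1.17) and without F1 kidney control 1 (-1.22). F1 had the lowest value in liver and the highest in kidney. In F1 the log2 fold change in liver minus that in kidney was -3.76 (SE 0.46, adjusted p = 0.0038).

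The response did not pass limma's test of genotype in liver or kidney, where the adjusted p was 0.415, and passes by DESeq2 in both (adjusted p = 1.1e-07 and 0.0303). Ces1f in B6 liver and Ces1f in F1 liver lost the call without limma's trend, and Ces1f in F1 lost it by edgeR and with a replicate block.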

We next performed TF binding site enrichment analysis on genes variable across genetic background in liver and kidney (Supplementary Tables 8 and 4). For genes variable in liver, we found enrichment for TFs involved in diseases such as cancer (e.g. Evi1, *Z*-score = 9.9) and diabetes (e.g. Foxa2, *Z*-score = 8.5) (Wolfrum *et al.* 2004; Lugthart *et al.* 2008; Goyama and Kurokawa 2009). The most significant enrichment in kidney was for Nr3c1 (*Z*-score = 11.9). Nr3c1 binding sites are associated with 11 genes that show genotype-effect on ER stress response in kidney. Nr3c1 is involved in many processes, including inflammation, mRNA decay, and chromatin remodeling (Fryer and Archer 1998; Kadmiel and Cidlowski 2013; Cho *et al.* 2015). Similar to a previous study done in MEFs (Chow *et al.* 2015), there is also enrichment for genes involved in immunity and inflammation, like RELA and Nf-kappaB (Liver: *Z*-score = 4.9 and 10.7; Kidney: *Z*-score = 8.3 and 6.5).

### Identification of *cis-* and *trans-* regulatory variation

The variable ER stress transcriptional response could be due to *cis-* and *trans-* regulatory variation. These effects can impact a wide range of genes across different genetic backgrounds and tissue-types. A *cis-* regulatory variant influences the expression of a gene it is physically linked to. Due to this, allele-specific expression in a diploid, heterozygous animal (e.g. F1 hybrid mouse) is strong evidence for a *cis-* acting genetic variant in or near that expressed gene. An example of a *cis-* effect is a promoter polymorphism impacting the gene’s expression levels. A *trans-* regulatory variant influences an unlinked gene, often physically distant from the variant. As opposed to *cis-* acting variants, *trans-* acting variants affect both alleles equally, and consequently, differential expression of a gene between 2 inbred strains that cannot be explained by ASE in the F1 hybrid is most likely a result from a *trans-* acting variant. An example of a *trans-* effect is a polymorphism impacting a TF that can then alter the expression of a wide range of genes across the genome.

The use of genetically divergent strains of mice and their hybrid F1 progeny allowed us to classify genetic effects as *cis-*, *trans-*, or a combination of the 2. Classification of *cis-* and *trans-* effects was performed using a previously published method (McManus *et al.* 2010; Chow *et al.* 2015). We performed *cis-* and *trans-* analyses on liver and kidney under control and TM conditions. Genes were assigned a *cis-* or *trans-* expression pattern (FDR = 0.1%; Supplementary Tables 9–11). In liver, under control conditions, 580 transcripts displayed a *cis-* effect and 392 transcripts displayed a *trans-* effect (Fig. 5a). Under TM conditions, 617 transcripts displayed a *cis-* effect and 449 transcripts displayed a *trans-* effect (Fig. 5b). In kidney, 710 transcripts displayed a *cis-* effect and 288 transcripts displayed a *trans-* effect under control conditions (Fig. 5c). Under TM conditions, 825 transcripts displayed a *cis-* effect and 230 transcripts displayed a *trans-* effect (Fig. 5d). The majority of effects we identified were classified as *cis-* regulatory variation.

**Fig. 5.**
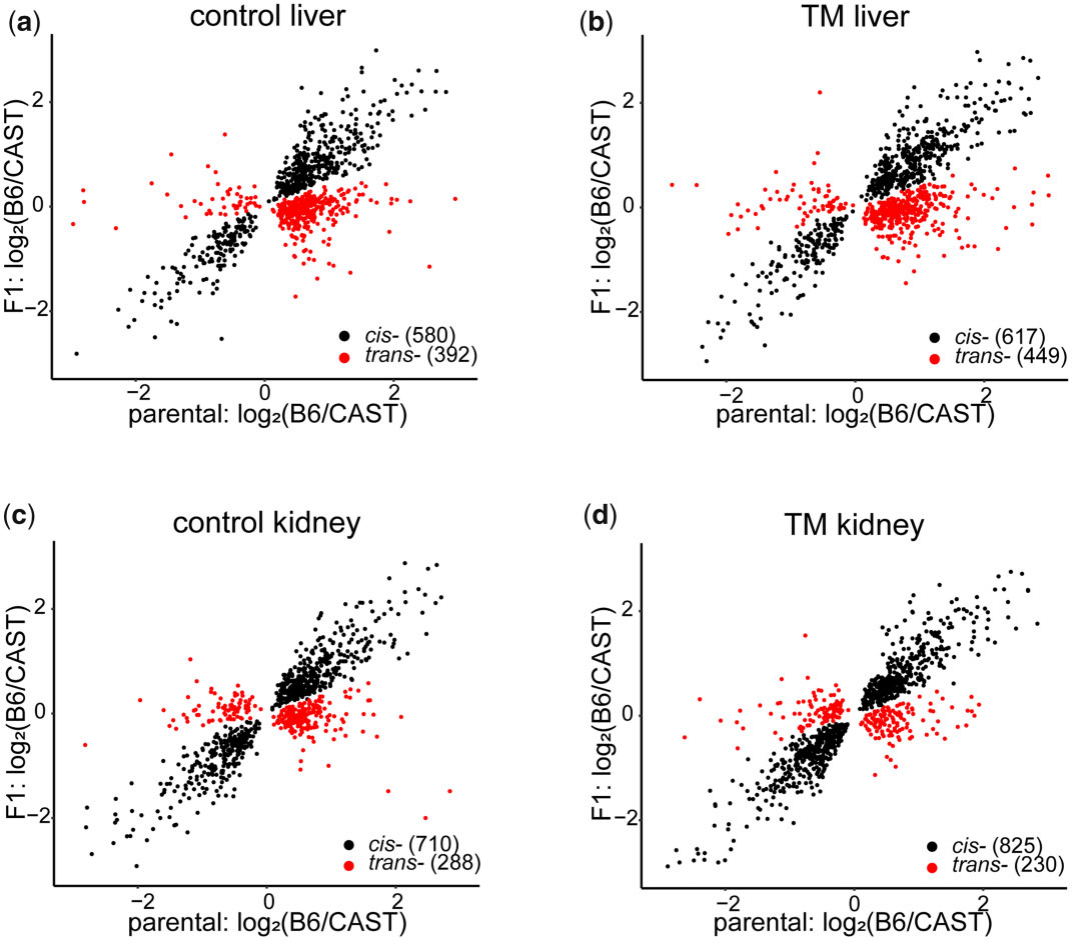
Expression ratios of genes with *cis-* or *trans-* effects. Log2(B6/CAST) plotted for either alleles in the F1 hybrid or parental expression in control liver (a), TM liver (b), control kidney (c) and TM kidney (d). Each point represents a gene displaying either a *cis-* or *trans-* regulatory effect. Numbers in parenthesis are the number of genes that display that particular regulatory effect.

In liver, there were many genes that displayed expression patterns matching both *cis-* and *trans-* effects. These effects can be acting in an additive manner (*cis-* + *trans-*) or in a nonadditive manner (*cis-* × *trans-*). Under control conditions, 304 transcripts displayed a *cis-* + *trans-* effect, while 124 transcripts displayed a *cis-* × *trans-* effect. Under TM conditions, 258 transcripts displayed a *cis-* + *trans-* effect, while 132 transcripts displayed a *cis-* × *trans-* effect (Supplementary Table 9). There were transcripts in kidney that also displayed a combination of *cis-* and *trans-* effects (Control: *cis-* + *trans-*: 229, *cis-* × *trans-*: 115; TM: *cis-* + *trans-*: 283, *cis-* × *trans-*: 121) (Supplementary Table 9). For the remaining analyses, we focused on genes that displayed only a *cis-* or *trans-* effect due to the difficulty of separating out the *cis-* and *trans-* effects of the *cis-* + *trans-* and the *cis-* × *trans-*categories. While these genes represent potentially interesting genes and patterns, they are not particularly informative in identifying patterns solely due to *cis-* or *trans-* effects.

### ER stress reveals cryptic regulatory variation unique to stress

To determine whether ER stress alters the contribution of *cis-* and *trans-* effects to regulatory variation, we compared the proportion of transcripts displaying a *cis-* or *trans-* effect in each tissue, under control and TM conditions. In liver, ER stress does not significantly alter the proportion of genes displaying a *cis-* effect (control: 0.59; TM: 0.58; *P* = 0.413) (Fig. 6a). However, in kidney, there is a small, but significant increase in the proportion of genes with a *cis-* effect under ER stress conditions (control: 0.71; TM: 0.78; *P* = 0.00024) (Fig. 6b).

**Fig. 6.**
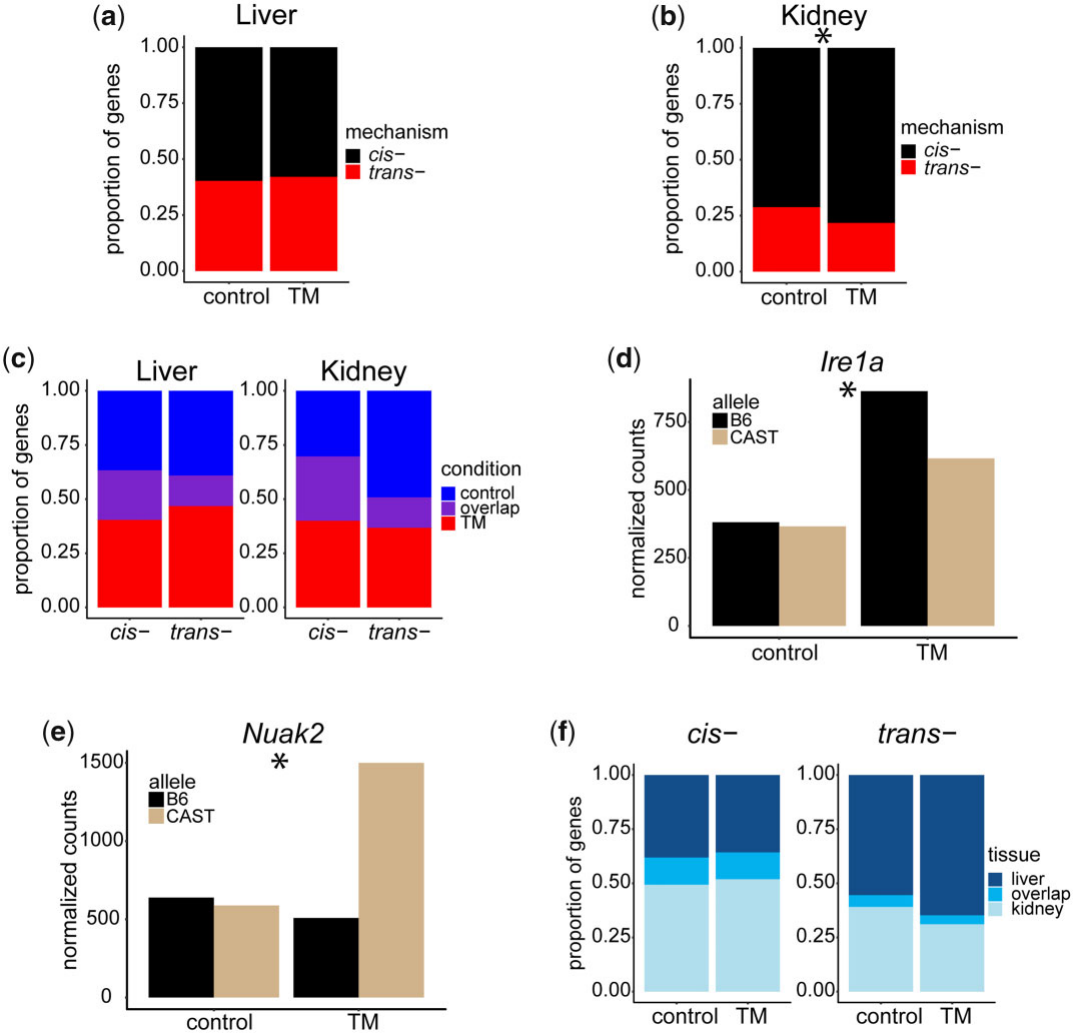
ER stress and tissue type reveal cryptic regulatory variation. Proportion of genes displaying a *cis-* or *trans-* effect in liver (a) and kidney (b). Proportion of genes with either a *cis-* or *trans-* effect in only stress conditions, only control conditions or both, for liver and kidney (c). Examples of genes displaying *cis-* regulatory effects only under stress conditions in F1 liver (d) and F1 kidney (e). Proportion of genes displaying a *cis-* or *trans-* effect seen in only liver, only kidney, or both (f). (b) *P < 0.00024. (d) *P = 0.0011. (e) *P < 0.00001.

Because the ER stress transcriptional response involves hundreds of transcripts, it is likely that the actual genes showing *cis-* and *trans-* patterns are different under stress. To address this, the overlap under control and TM conditions, in both the liver and kidney were analyzed for genes showing *cis-* and *trans-* regulatory variation. We observed both *cis-* and *trans-* regulatory variation that was unique to control or stress conditions or present under both conditions.

In liver, of the *cis-* effects detected under control or TM conditions, 37% (357/974) are unique to control, 40% (394/974) are unique to stress, and 23% (223/974) are common to both (Fig. 6c). Of the *trans-* effects detected under control or TM conditions, 39% (288/737) are unique to control, 47% (345/737) are unique to stress, and 14% (104/737) are common to both. The magnitude of the common *cis-* or *trans-* effects observed in both conditions were highly correlated (*r*^2^ = 0.86, *P* < 2.2 × 10^−16^) (Supplementary Fig. 7a), suggesting that this common, overlapping regulatory variation is not impacted by ER stress.

In kidney, 30% (359/1183) of *cis-* effects are unique to control, 40% (474/1183) are unique to stress, and 30% (351/1183) are common to both (Fig. 6c). Of the *trans-* effects detected in kidney, 49% (224/454) are unique to control, 37% (166/454) are unique to stress, and 14% (64/454) are common to both. The magnitude of the common *cis-* or *trans-* effects that were observed in both conditions were highly correlated (*r*^2^ = 0.91, *P* < 2.2 × 10^−16^) (Supplementary Fig. 7b) and likely not impacted by ER stress. The majority of genes that display a regulatory difference depend on the presence or absence of ER stress and those observed only in stress conditions may reveal critical components that might be responsible for the genotype-specific differences in the ER stress response.

In some cases, canonical UPR genes display regulatory variation only under stress conditions. For example, *Ire1α*, one of the main signal transducers of ER stress, displayed a strong *cis-* regulatory effect in the mouse liver that is only detectable under stress conditions (Fig. 6d) (*χ*^2^: *P* = 0.0011). Under control conditions, *Ire1α* is expressed at similar levels by the B6 and CAST allele. Once ER stress is induced, the B6 allele is expressed 1.5-fold higher than the CAST allele. There are 691 SNPs within a ± 2kb window of the *Ire1α* gene that differs between the B6 and CAST genotype. Any one or a combination of these SNPs could be contributing to this *cis-* regulatory difference. Genes that have not been implicated in the ER stress response, but show a strong, stress-specific transcriptional response, might represent novel UPR genes and pathways. For example, in the mouse kidney, the gene *Nuak2* displayed a strong *cis-* effect seen only under stress conditions (Fig. 6e) (*χ*^2^: *P* < 0.00001). While under control conditions the *Nuak2* alleles are equally expressed, but in the stressed F1 mouse kidney, the CAST allele is expressed 3-fold higher than the B6 allele.

### ER stress reveals cryptic regulatory variation unique to tissue type

We next asked whether there was tissue-specific regulatory variation. We investigated the overlap of genes that displayed *cis-* or *trans-* regulatory variation between liver and kidney in control and TM conditions. Of the genes that display a *cis-* effect under control conditions, 38% (436/1,146) are unique to liver, 49% (566/1,146) are unique to kidney, and 13% (144/1,146) are common to both (Fig. 6f). Of the genes that display a *cis-* effect under TM conditions, 36% (458/1,283) are unique to liver, 52% (666/1,283) are unique to kidney, and 12% (159/1,283) are common to both (Fig. 6f). The magnitude of the *cis-* effects observed in both tissues were moderately correlated (Control: *r*^2^ = 0.425, *P* < 2.2 × 10^−16^; TM: *r*^2^ = 0.408, *P* < 2.2 × 10^−16^) (Supplementary Fig. 8, a and b).

Of the genes that displayed a *trans-* regulatory effect under control conditions, 55% (357/644) are unique to liver, 39% (252/644) are unique to kidney, and 6% (35/644) are common to both (Fig. 6f). Of the genes that display a *trans-* regulatory effect under TM conditions, 65% (422/652) are unique to liver, 31% (203/652) are unique to kidney, and 4% (27/652) are common to both (Fig. 6f). The magnitude of the *trans-* effects observed in both tissues showed a small correlation only in control conditions (Control: *r*^2^ = 0.186, *P* = 0.009; TM: *r*^2^ = 0.126, *P* = 0.069) (Supplementary Fig. 8, c and d). Under control and TM conditions, we found that more genes with a *cis-* effect were common between the 2 tissues than genes with a *trans-* effect (Control: *χ*^2^*P* < 0.00001; TM: *χ*^2^*P* < 0.00001).

Under TM conditions, the majority of genes that displayed *cis-* or *trans-* regulatory variation were unique to either liver or kidney. Any one of these genes with a tissue- and stress-specific regulatory effect could be a gene involved in inter-individual variation in tissue-specific ER stress responses. For example, the genes *Lama5*, *Hnf4a*, *Scnn1b*, and *Pkd2* all display strong *cis-* regulatory variation under stress conditions in kidney that are not observed in the mouse liver. Each of these genes were previously implicated in kidney diseases, such as Liddle’s syndrome and Polycystic kidney disease (Wang *et al.* 2006; Cornec-Le Gall *et al.* 2017; Marable *et al.* 2018; Voskarides *et al.* 2018). The kidney is a tissue that relies heavily on protein transport and secretion. Proper ER function and response to ER stress plays a large part in kidney function. In fact, ER stress and aberrant protein trafficking is pathogenic in a large number of kidney diseases (Schaeffer *et al.* 2014). In liver, for genes such as *Sidt2* and *Adk*, they display *cis-* regulatory variation that is unique to the stressed liver and have been associated with human fatty liver disease (Bjursell *et al.* 2011; Gao *et al.* 2016). These genes with tissue-specific *cis-* regulatory variation are clear examples of how genetic variation has a differential impact across tissues.

### Tissue-specific effects on the regulatory variation of gene expression

To determine the effect that tissue-type has on the magnitude of the effect of *cis-* and *trans-* regulatory variation on gene expression levels, we compared the ratio of the absolute fold change of the parental B6 expression to the parental CAST expression for each gene displaying *cis-* or *trans-* regulatory variation. We compared the effects of *cis-* and *trans-* regulatory variation between liver and kidney to better understand the impact of tissue type on the strength of a regulatory effect. Under control conditions, there is no difference between the strength of *cis-* effects between the 2 tissues (*P* = 0.170). However, under TM conditions, *cis-* effects in liver have a stronger effect on gene expression than in kidney (*P* < 1.0 × 10^−7^) (Fig. 7a). *trans-* effects, under control conditions, also showed no difference between tissues, but were stronger in liver than kidney under TM conditions (control: *P* = 0.20; TM: *P* < 1.6 × 10^−3^) (Fig. 7b). Within a condition, *cis-* effects on average are stronger than *trans-* effects, but tissue type and ER stress have different effects on the strength of regulatory effects. Genetic variation in the stressed liver has a stronger effect on transcription than in any other context.

**Fig. 7.**
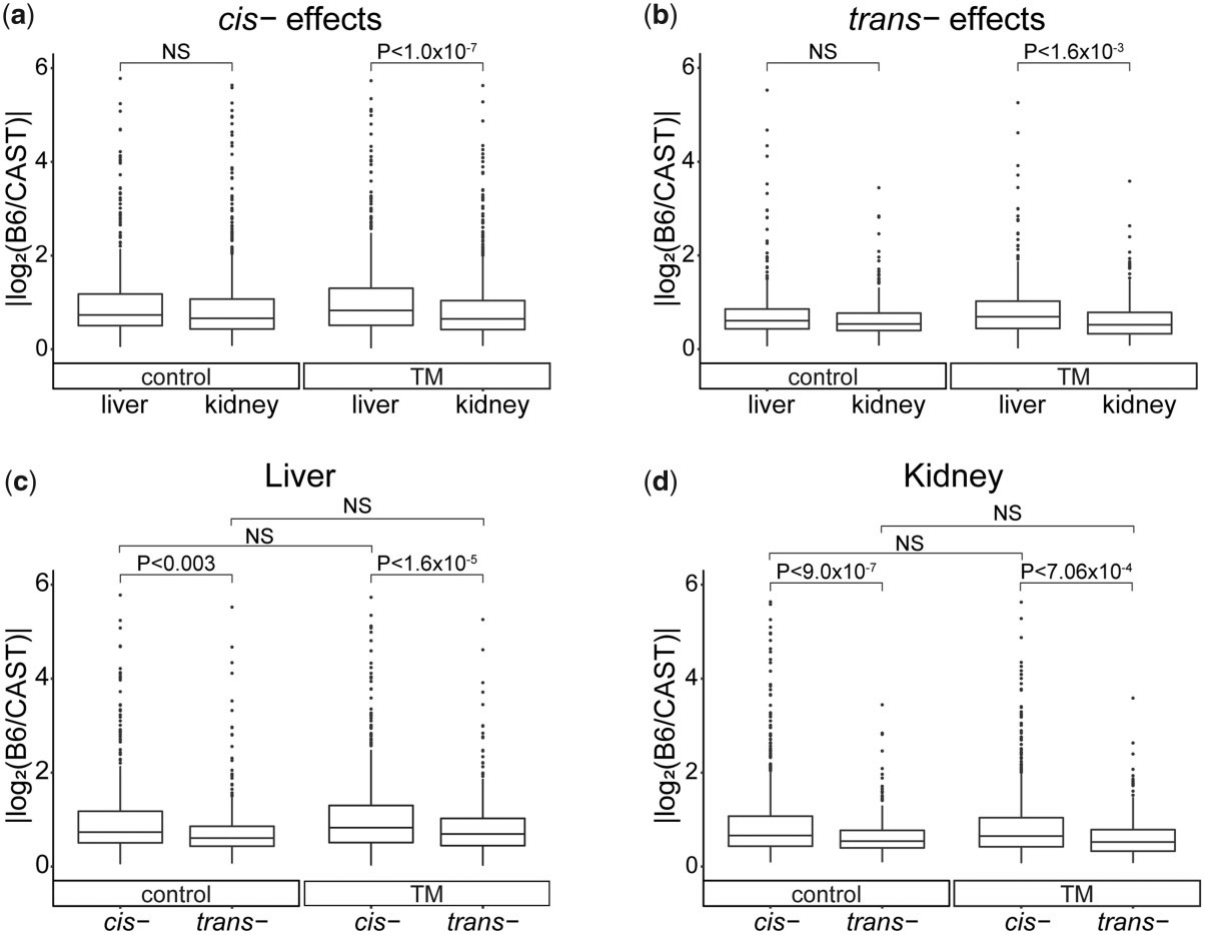
Impact of *cis-* and *trans-* effects on gene expression. Absolute log2 fold change of parental expression for genes displaying a regulatory effect. Comparing impact of *cis-* effects (a) or *trans-* effects (b) on gene expression in control or stress conditions. Comparing genes with a *cis-* or *trans-* effect in either control or stress conditions in liver (c) or kidney (d). Liver: control *cis-*: mean = 1.04, SD = 1.03 | control *trans-*: mean = 0.82, SD = 0.91 | TM *cis-*: mean = 1.14, SD = 1.09 | TM *trans-*: mean = 0.86, SD = 0.74; Kidney: control *cis-*: mean = 0.94, SD = 0.89 | control *trans-*: mean = 0.66, SD = 0.44 | TM *cis-*: mean = 0.87, SD = 0.74 | TM *trans-*: mean = 0.65, SD = 0.48. NS= not significant.

In liver, under control and TM conditions, *cis-* regulatory differences have a stronger effect on gene expression levels than *trans-* regulatory differences (control: *P* < 0.003; TM: *P* < 1.6 × 10^−5^) (Fig. 7c). There was no difference in the magnitude of effect when comparing *cis-* or *trans-* regulatory variation across control and TM conditions in liver (*cis-: P* = 0.26; *trans-: P* = 0.93) (Fig. 7c). We found a similar pattern in kidney. *cis-* regulatory differences have a stronger effect on gene expression levels than *trans-* regulatory differences in control and TM conditions (control: *P* < 9.0 × 10^−7^; TM: *P* < 7.06 × 10^−4^) (Fig. 7d). Again, there was no difference in the effect when comparing *cis-* or *trans-* regulatory variation across conditions in kidney (*cis- P* = 0.25; *trans- P* = 0.98) (Fig. 7d).

### ER stress-induced change in allele-specific expression

Next, we tested whether ER stress changes the proportion of ASE—that is, do the 2 alleles respond differently to stress? To do this, we compared the allelic ratio in the F1 under stress and control conditions (Fisher’s exact test; 5% FDR). Overall, the ASE patterns were normally distributed and most genes showed equal allelic expression (Supplementary Fig. 9). A significant change in ASE post-ER stress was observed in 17% and 13% of expressed transcripts in liver (970/5669), and kidney (1010/7764), respectively (Fig. 8, a and c) (Supplementary Table 12). The liver displayed a higher proportion of genes with a change in ASE under stress (*χ*^2^; *P* = 0.00001). Change in ASE in both tissues was driven equally by CAST and B6 alleles, indicating that there is no unexpected hybrid effect (Supplementary Fig. 1). In liver, of the 970 genes that displayed a significant change in ASE, 191 (/970, 20%) genes displayed a *cis-* effect under control conditions and 243 (/970, 25%) genes under TM conditions (Supplementary Fig. 10). Only 113 (/970, 12%) genes displayed a *trans-* effect in control conditions and only 104 (/970, 11%) genes displayed a *trans-* effect in TM conditions (Supplementary Fig. 10). In kidney, of the 1,010 genes that displayed a significant change in ASE, 185 (/1010, 18%) displayed a *cis-* effect under control conditions and 227 (/1010, 22%) under TM conditions. Only 63 (/1010, 6%) genes displayed a *trans-* effect in control conditions and only 51 (/1010, 5%) genes displayed a *trans-* effect in TM conditions (Supplementary Fig. 10). Significant ASE genes classified as a combination of *cis-* and *trans-* were not discussed in this paper.

**Fig. 8.**
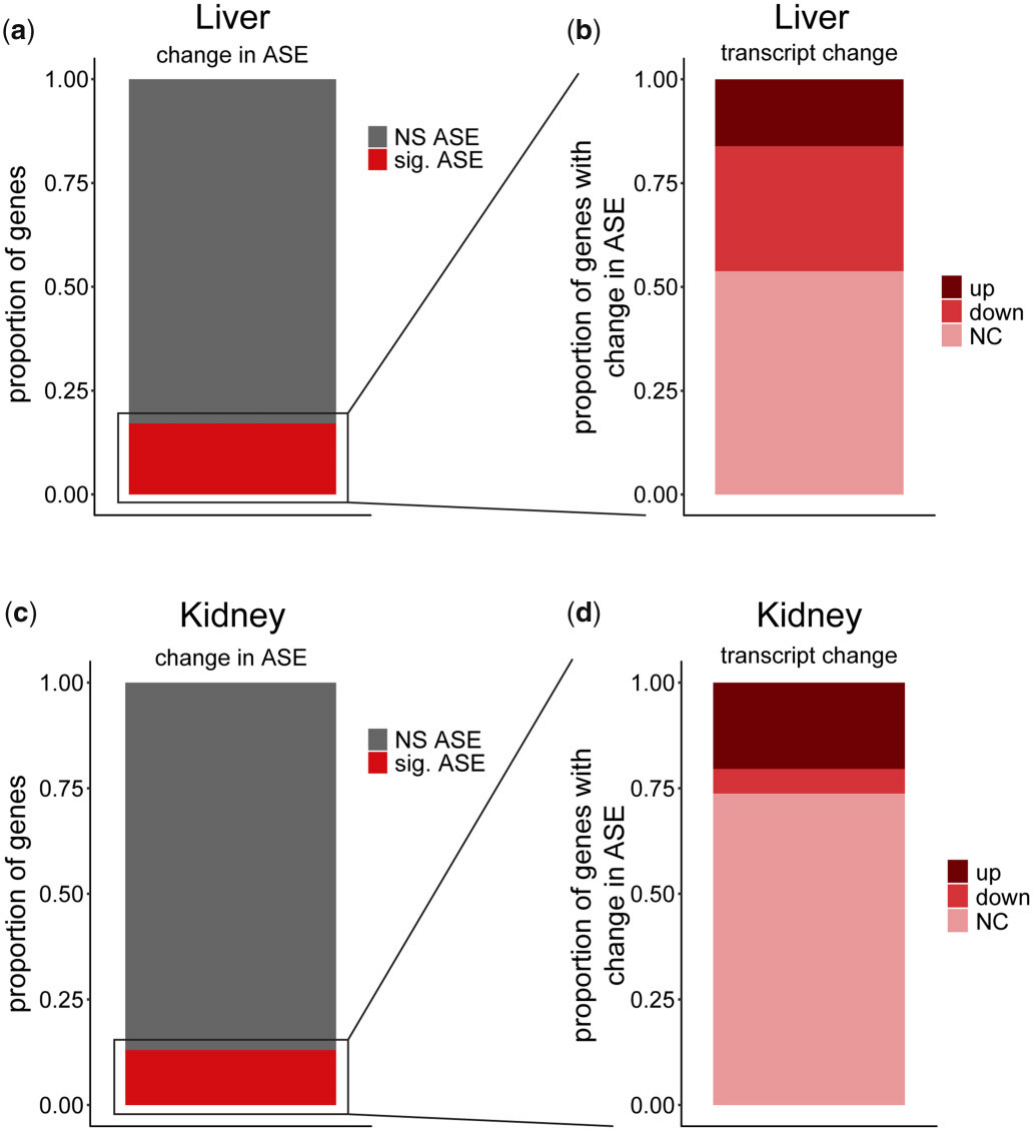
ASE and corresponding change in RNA transcript. Proportion of genes in the F1 displaying significant change in ASE in liver (a) and kidney (c). Proportion of genes with a significant change in ASE showing ER stress-induced increase in RNA transcripts, decrease, or no change in liver (b) and kidney (d).

Genes that exhibit a change in ASE and transcript level post ER stress fall in both up- and downregulated categories (Liver: 35% upregulated 156/448, 65% downregulated 292/448; Kidney: 78% upregulated 206/265, 22% downregulated 59/265) (Fig. 8, b and d). In all cases, the B6 and CAST alleles contributed equally to changes in ASE (Supplementary Fig. 11, a and b). However, the majority of genes that show an ER stress-induced change in ASE do not exhibit a change in their total transcript abundance (liver: 522/970 or 54%; kidney: 745/1010 or 74%) (Fig. 8, b and d). This pattern was observed in a previous study performed in fibroblasts (Chow *et al.* 2015). For example, under control conditions, the B6 allele of the gene Phosphatidylcholine transfer protein (*Pctp*) accounts for 63% of allelic expression, while under TM conditions, the B6 allele accounts for only 30% of allelic expression (Fisher’s exact; *q* = 0.00001) (Fig. 9a). 

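Total transcript of Pctp, summed over both alleles, did not change past the threshold in F1 liver. Its normalized count was 610.5 ± 352 (SD, n = 2) with TM and 554 ± 80.6 (SD, n = 3) in controls, a log2 fold change of 0.02 (SE 0.43, adjusted p = 0.992). Allele counts were not analysed here.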

While the ratio of expression between alleles is significantly changed under TM conditions, the net result is no significant change in total RNA transcript levels, suggesting a possible compensatory mechanism between the 2 alleles.

**Fig. 9.**
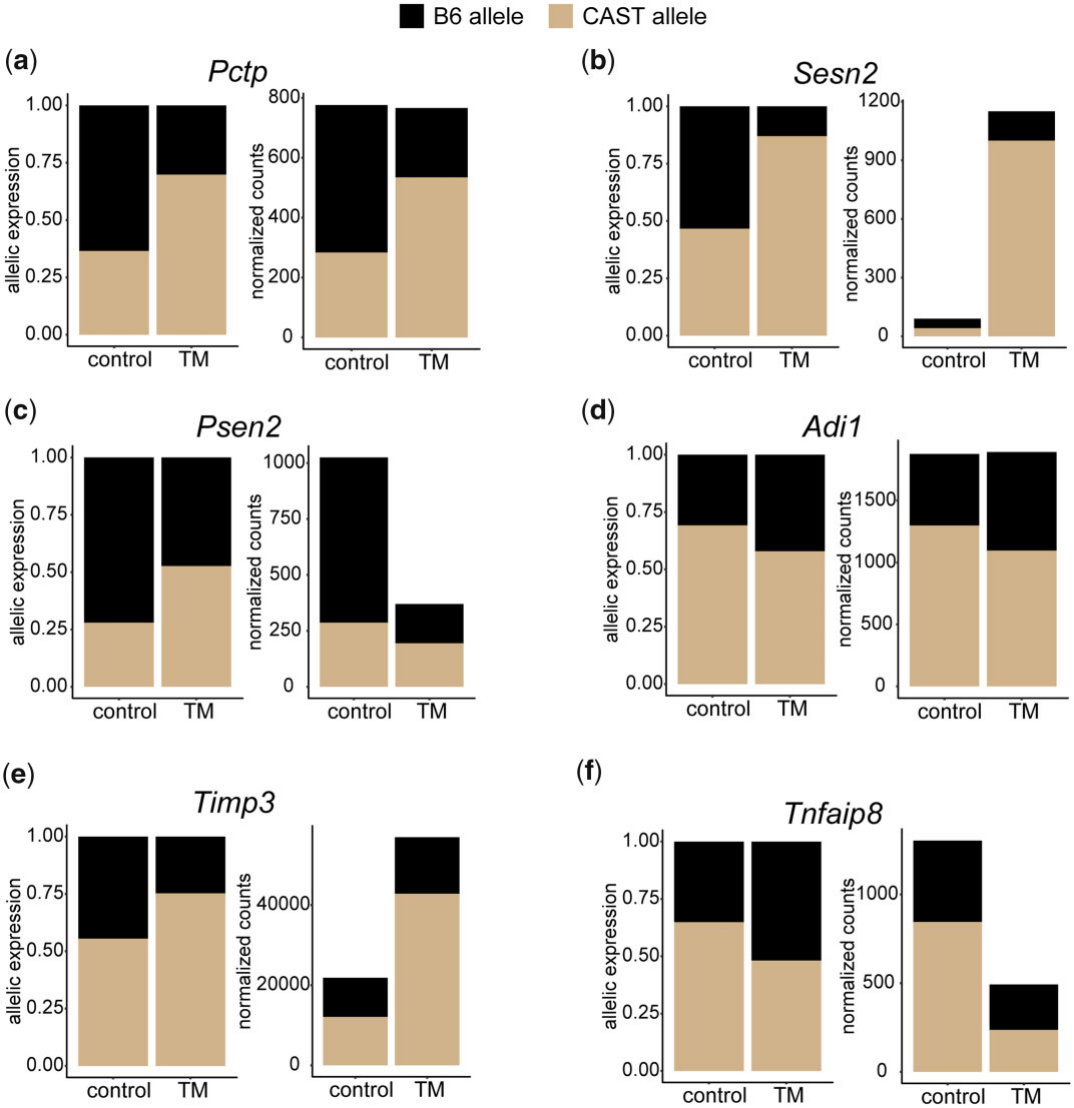
Change in ASE and transcript levels across stress conditions. ASE and total RNA expression levels are plotted. Genes that display ER stress-induced change in ASE in liver (a–c) or kidney (d–f). (a) and (d) show no change in total transcript levels, (b) and (e) show an increase in total transcript level, and (c) and (f) show a decrease in total transcript levels.

Genes that show a significant change in ASE and in transcript levels post-ER stress are of particular interest, as this suggests differential allelic response to stress. *Sesn2*, which is involved in a variety of different stress responses (Lee *et al.* 2010), showed one of the most significant changes in ASE (Fisher’s exact; *q* < 0.00001). Under control conditions, the B6 and CAST allele in the F1 hybrid mouse are expressed at equal levels (B6: 0.53; CAST: 0.47). 

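Sesn2, an antioxidant regulator induced by ATF4, rose in F1 liver. Its normalized count, summed over both alleles, was 664 ± 148 (SD, n = 2) with TM and 59.9 ± 2.8 (SD, n = 3) in controls. This is a 10.8-fold increase, a log2 fold change of 3.43 (SE 0.40, adjusted p = 1.5e-05), with both TM samples above all controls. The call of Sesn2 ends without limma's trend.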

Total *Sesn2* transcript responded to TM conditions with a 13-fold increase. At the allelic level, the CAST allele is increased 24-fold, while the B6 allele is only increased 3-fold (TM: B6: 0.13, CAST: 0.87) (Fig. 9b). The large increase of the CAST allele is driving the *Sesn2* transcriptional response to TM-induced ER stress in the F1. In the parental strains, there is a similar bias in terms of *Sesn2* upregulation post-ER stress. The B6 parental strain has a 6-fold increase in *Sesn2* expression while the CAST parental strain has a 22-fold increase. This strong parental and allelic response indicates that *Sesn2* contains a strain- and ER stress-specific *cis-* element that drives differential transcriptional response to ER stress and potentially other stress stimuli such as hypoxia and reactive oxygen species (Lee *et al.* 2010). 

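Sesn2 rose 6.34-fold in B6 liver, a log2 fold change of 2.67 (SE 0.38, adjusted p = 0.0019), and 20.1-fold in CAST liver, a log2 fold change of 4.33 (SE 0.39, adjusted p = 1.1e-04), with TM samples above controls in both. The difference between the genotypes, F1 included, had an unadjusted p of 0.0315 in limma's F-test and did not pass after adjustment. DESeq2 gave an adjusted p of 0.394. In liver the F-test found only 2 of 100 simulated 4-fold differences, so that a difference is not shown to be absent. The allele counts that the paper also uses were not analysed here. Sesn2 in B6 liver lost the call without limma's trend.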

We see similar patterns for genes that are downregulated post-ER stress. *Presenilin 2* (*Psen2*), which cleaves proteins such as APP (amyloid-beta precursor protein) (De Strooper *et al.* 2012) and has been shown to cause Alzheimer’s disease, displays a change in ASE (Fisher’s exact; *q* = 0.00001) and a 2.7-fold decrease in RNA transcript levels (Fig. 9c). 

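Total Psen2 transcript fell 3.1-fold in F1 liver, from 626 ± 84.2 (SD, n = 3) in controls to 208 ± 81.6 (SD, n = 2) with TM as normalized counts, a log2 fold change of -1.63 (SE 0.41, adjusted p = 0.0142). Both TM samples were below all controls. Psen2 lost the call without the filter on low counts, without limma's trend, without F1 liver TM 2 (-1.22), control 1 (-1.57) and control 3 (-1.58).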

Under control conditions, the B6 allele is more highly expressed (B6: 0.72; CAST: 0.28). Under stress conditions, the *Psen2* B6 allele decreases 4.2-fold in expression while the CAST allele only decreases 1.6-fold. The greater reduction of the B6 allele results in near equal expression levels of the 2 alleles under stress conditions (B6: 0.47; CAST: 0.53). 

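In B6 liver the log2 fold change of Psen2 was -0.96 (SE 0.32, adjusted p = 0.0847), which is 1.94-fold lower and does not pass the threshold. In CAST liver it was -0.07 (SE 0.22, adjusted p = 0.855), 1.05-fold lower. The B6 change is called by DESeq2 (-1.002), with a replicate block (-1.20), without the 5 libraries (-1.13), with the receptor read share as a covariate (-0.75) and without B6 liver control 2 (-1.20). The responses of the 3 genotypes did not differ past the threshold by limma's moderated F-test (adjusted p = 0.958) and did by DESeq2 (0.0166).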

The mirrored in the parental strains as B6 has a 2.2-fold decrease in *Psen2* expression while CAST has only a 1.1-fold decrease. This again indicates a strain- and ER stress-specific genetic element that drives this differential response of *Psen2* to ER stress in different genetic backgrounds. Similar patterns are observed in kidney with a wide range of genes (Fig. 9, d–f).

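In F1 kidney Adi1, an enzyme of methionine salvage, had a log2 fold change with TM of -0.018 (SE 0.22, adjusted p = 0.967). Timp3, an inhibitor of metalloproteinases, had 1.25 (SE 0.39, adjusted p = 0.0748), and Tnfaip8, a regulator of apoptosis and lipid signalling, fell, with -1.81 (SE 0.27, adjusted p = 0.002) and all TM samples below controls. Timp3 is called by DESeq2, with a mean of at least 20 required, with the median log2 fold change set to 0 (1.38), by edgeR (1.16), without the 5 libraries (0.97) and without F1 kidney control 1 (0.97).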

The majority of ASE post ER stress is tissue specific. Only 210 transcripts display a change in ASE post-ER stress common to both tissues (Liver: 210/970, 22%; Kidney: 210/1010, 21%) (Supplementary Fig. 12). For these common genes, tissue type has a strong effect on the magnitude of the ASE changes post ER stress, in line with what we observed with tissue-specific changes in magnitude of *cis-* and *trans-* regulatory variation. For example, in *Cathepsin L* (*Ctsl*) (Fig. 10a), the CAST allele is more ER stress responsive in kidney, while in liver, the B6 allele is more responsive. 

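Ctsl, a cysteine protease of lysosomes, rose in both F1 tissues, 4.29-fold in liver, with a log2 fold change of 2.10 (SE 0.60, adjusted p = 0.0346), and 3.51-fold in kidney, with 1.81 (SE 0.31, adjusted p = 0.0043). TM samples were above controls in both tissues. The responses of the tissues differed by 0.29 (SE 0.51, adjusted p = 0.83). Ctsl in F1 liver lost the call without the filter on low counts, with the median log2 fold change set to 0, without limma's trend, without F1 liver TM 1 (1.99), TM 2 (2.21), control 1 (2.15) and control 3 (2.20).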

*Ctsl*, which is involved in lysosomal protein degradation, is upregulated in both liver (FC = 4.3) and kidney (FC = 3.2) post-ER stress. *Ctsl* also shows a change in ASE in liver (*q* = 0.017) and kidney (*q* = 0.0002). However, in liver, the CAST allele was responsible for only 55% of the increase in expression levels, but in kidney, the CAST allele was responsible for 71% of the increase in expression levels. This pattern was also observed in downregulated genes. *Flavin containing dimethylaniline monoxygenase 1* (*Fmo1*) (Fig. 10b), which is involved in the oxidation reduction process, is downregulated in both liver (FC = −3.54) and kidney (FC = −1.5) and shows a change in ASE in liver (*q* = 7 × 10^−5^) and kidney (*q* < 0.00001). 

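Fmo1 fell in F1 liver, with a log2 fold change of -1.82 (SE 0.41, adjusted p = 0.0067), a 3.54-fold change, and both TM samples below all controls. In F1 kidney it had -0.52 (SE 0.30, adjusted p = 0.311), 1.44-fold lower and not past the threshold. The responses of the tissues differed by -1.30 (SE 0.42, adjusted p = 0.178). Fmo1 lost the call without the filter on low counts, without limma's trend, without F1 liver TM 1 (-1.76) and control 3 (-1.74), and in kidney the change is called without the 5 libraries (-0.76) and without F1 kidney control 1 (-0.76).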

The CAST allele in liver accounts for 80% of the expression downregulation, but only 28% of the downregulation in kidney.

**Fig. 10.**
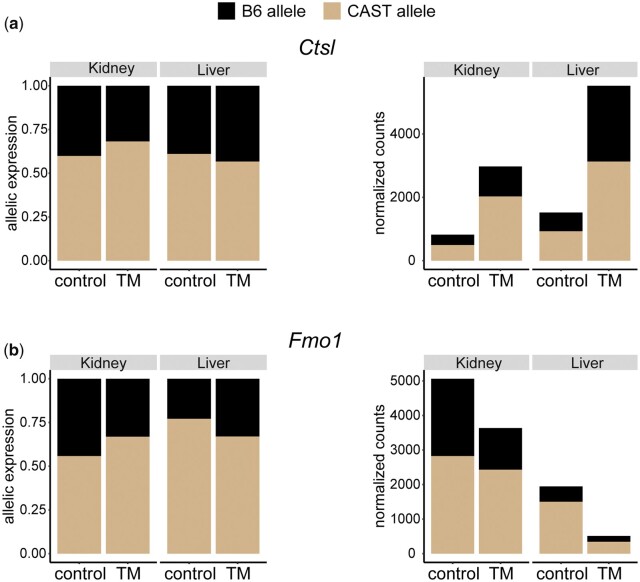
Variable magnitude in ASE across tissues. Examples of genes that show ASE in both tissues, but differ in the magnitude of that ASE in a tissue-dependent manner. An example of an upregulated gene (a) and a downregulated gene (b). ASE and total RNA expression levels are plotted.

## Discussion

The ER stress and large UPR transcriptional response provides a unique opportunity to study how G×E interactions can alter gene expression levels across different tissues. We took advantage of 2 genetically diverse mouse strains, B6 and CAST, and their F1, and induced a strong in vivo ER stress transcriptional response. This provided the opportunity to study how stress and tissue type impacts the effect of genetic variation. We uncovered genes that showed variable transcript levels in a genotype × tissue × stress manner. These genes implicated networks and pathways that could contribute to the variable ER stress response. In addition, the F1 hybrid gave us the ability to uncover the *cis-* and *trans-* regulatory variation that is impacted by stress and tissue type. We discovered that most *cis-* and *trans-* regulatory variation is context specific, with most unique to only 1 context. Altogether our results provide a better understanding for how genetic background and tissue type impacts the genetic architecture of the inter-individual transcriptional response to ER stress in mouse and how different genotypes respond to different environments.

We previously used MEFs to assay how a complex genetic architecture influences the transcriptional response to ER stress across different genetic backgrounds (Chow *et al.* 2015). Here, we utilized an in vivo mouse model to identify how these patterns change when comparing across different tissues. In the MEF study, upregulated genes most significantly influenced by genetic background were enriched for roles in inflammation (Chow *et al.* 2015). However, in this current study, we find no enrichment for any particular function in the genotype-dependent genes, in either tissue. In contrast to the MEF study, these genes are involved in such a wide array of functions, that there is no enrichment. Much of the variability in the ER stress response likely stems from these disparate genes. However, we did find commonalities in these genes, such as many being involved in immunity displaying a genotype-effect. In addition, we find genes with roles clearly linked to the ER stress response such as apoptosis, protein transport, regulation of transcription, and amino acid transport. This demonstrates the strong impact that genotype has on how different genes respond to ER stress in different tissues. In addition, this highlights the strength of an in vivo study which utilizes different tissues to uncover greater depth to the variable ER stress response.

This study emphasizes the strong effect that tissue type has on how genetic variation impacts the transcriptional response to ER stress. These differences are observed in the number of regulatory effects and their impact on transcript levels across tissues. A greater number of genes displayed variation across tissue-type post-ER stress than genes that displayed variation across genotypes post-ER stress. Even between the highly divergent strains of B6 and CAST, tissue identify has a stronger effect than genotype. In addition to tissue differences, this work identifies commonalities across tissues and genetic backgrounds and can provide insight into what is integral to the ER stress response. For example, we found genes involved in ribosome biogenesis and the nucleolus upregulated in response to ER stress independent of tissue-type and genetic background. Increasingly, there is evidence suggesting a role for ribosome biogenesis and the nucleolus in the ER stress response (Yang *et al.* 2018; Chen and Stark 2019; Pecoraro *et al.* 2020). Further functional studies with the addition of more tissues and genetic backgrounds can better elucidate the role and function of the nucleolar stress response in the context of ER stress.

The genotype- and tissue- dependent genes highlighted in this study likely represent a small subset of the genes that make up the complete story of the variable ER stress response. The use of arbitrary cutoffs results in the exclusion of true effects at subthreshold levels. Despite this, we are confident that the genes we are identifying in this study with the most significant levels have the strongest impacts on gene expression and the variable ER stress response. Inclusion of more genetic backgrounds and tissue-types will be necessary to build a more complete picture of the genes underlying the genotype-dependent ER stress response.

The ER stress response is implicated in many different diseases such as Alzheimer’s disease, type II diabetes, ALS, atherosclerosis, and cancer (Oyadomari *et al.* 2002; Song *et al.* 2008; Auf *et al.* 2010; Wang, Popko *et al.* 2011; Ozcan and Tabas 2012; Wang *et al.* 2014 ). Each of these diseases are unique in their tissue of origin. In addition, each individual diagnosed with an ER stress-related disease will have different genetic backgrounds. The tissue-dependent ER stress response observed in this study illustrates how future studies involving ER stress and disease should investigate the disease-relevant tissue in the context of different genetic backgrounds, potentially uncovering novel tissue-specific effects and mechanisms. For example, the combination of tissue-type and genetic background revealed Nuak2 to have differential allelic regulation under ER stress conditions (Fig. 6e). Nuak2 belongs to the AMPK protein kinase family and has mainly been linked to cancer (Sun *et al.* 2013; Yuan *et al.* 2018). Understanding Nuak2 and its role in AMPK regulation and ER stress can provide insight into the role of Nuak2 in human disease such as cancer.

This study utilized genetic variation present in different strains of mice to demonstrate the strong impact that genetic background and tissue type have on cellular processes such as the ER stress response. We detected numerous ER stress- and tissue-specific responses in expression levels, regulatory variation, and allele-specific effects. The majority of these findings would have been missed if only studying 1 genotype, condition, or tissue. Future studies can reveal even more complex interactions that affect transcriptional levels by incorporating more variables, such as cell type, additional tissues, and other cellular stressors. This type of analysis provides better predictive power for the dynamic effects that genetic variation has on transcriptional levels in different tissues and contexts.

## Data availability

The data underlying this article are available in the sequence read archive (SRA), and can be accessed with BioProject ID PRJNA715325. Data were also uploaded to gene expression omnibus (GEO) and can be accessed with GSE189419. Code used for analysis can be found at Zenodo: https://doi.org/10.5281/zenodo.6458482 (accessed 2022 May 3).

Supplemental material is available at *G3* online.

## Supplementary Material

jkac104_Supplementary_Data

jkac104_Supplementary_Figure_S1

jkac104_Supplementary_Figure_S2

jkac104_Supplementary_Figure_S3

jkac104_Supplementary_Figure_S4

jkac104_Supplementary_Figure_S5

jkac104_Supplementary_Figure_S6

jkac104_Supplementary_Figure_S7

jkac104_Supplementary_Figure_S8

jkac104_Supplementary_Figure_S9

jkac104_Supplementary_Figure_S10

jkac104_Supplementary_Figure_S11

jkac104_Supplementary_Figure_S12

jkac104_Supplementary_Table_S1

jkac104_Supplementary_Table_S2

jkac104_Supplementary_Table_S3

jkac104_Supplementary_Table_S4

jkac104_Supplementary_Table_S5

jkac104_Supplementary_Table_S6

jkac104_Supplementary_Table_S7

jkac104_Supplementary_Table_S8

jkac104_Supplementary_Table_S9

jkac104_Supplementary_Table_S10

jkac104_Supplementary_Table_S11

jkac104_Supplementary_Table_S12

# Supplementary material for: The dynamic effect of genetic variation on the in vivo ER stress transcriptional response in different tissues
**Source:** G3 (Bethesda). 2022 Apr 29;12(6):jkac104. doi: 10.1093/g3journal/jkac104
**Supplement:** jkac104_Supplementary_Data

**Supporting information**

**Supplementary Figure S1. No genotype bias in genes with significant change in ASE.** The proportion of genes with an ER stress-induced change in ASE that show an increase of the B6 or CAST allele in liver (A) or kidney (B).

**Supplementary Figure S2. MA plots of tissue difference in expression for each genotype.** MA plots generated from the tissue-dependent comparison performed in Deseq2. MA plots were generated for the tissue comparison in B6 (A), CAST (B), and F1 (C). Blue colored points are genes with adjusted p-values less than 0.1.

**Supplementary Figure S3. Classification of *cis-* and *trans-* regulatory effects.** Statistical tests, cutoffs, and classifications used to assign a gene a regulatory effect.

**Supplementary Figure S4. Confirmation of ER stress induction.** *Xbp1* transcript is spliced by IRE1 when misfolded proteins are present in the ER. Spliced *Xbp1* transcript is a marker of ER stress. RT-PCR for spliced and unspliced *Xbp1* transcript in both control and TM mice for both liver and kidney (A). Upper band represents unspliced *Xbp1* at 183 bp and lower band represents spliced *Xbp1* at 157 bp. *Bip* is upregulated under ER stress conditions and is another hallmark of the UPR. *BiP* levels were measured by qRT-PCR in liver and kidney from control and TM injected mice (B).

**Supplementary Figure S5. Correlation of post ER stress expression between tissues.** Correlation of Log2(TM/control) of the genes expressed in liver and kidney in B6 (A), CAST (B), and F1 (C). Blue line is regression line between the two tissues. Red dots represent genes with a significantly different expression pattern between the two tissues.

**Supplementary Figure S6. Overlap of genes with or without a tissue-effect between the three genotypes.** Venn Diagram between the three different genotypes for genes that displayed a tissue-effect (A) and for genes that displayed a tissue-independent effect (B).

**Supplementary Figure S7. Genes that show the same *cis-* or *trans-* regulatory effect under both conditions are strongly correlated in their magnitude.**  Data for liver (A) and kidney (B). ER stress does not affect the regulation of these genes (Liver: *cis-*: 223, *trans-*: 104; Kidney: *cis-*: 351, *trans-*: 64).

**Supplementary Figure S8. Genes that show the same *cis-* or *trans-* regulatory effect in both tissues are slightly correlated in their magnitude.** *cis-* effects observed in tissues under control (A) and TM (B) conditions. *trans-* effects in both tissues under control (C) and TM (D) conditions.

**Supplementary Figure S9. ASE distribution shows equal allelic expression patterns.** Distribution of ASE ratios for each tissue and condition. The proportion of total expression due to the B6 allele, as opposed to the CAST allele, is plotted for control liver (A), TM liver (B), control kidney (C), and TM kidney (D).

**Supplementary Figure S10. Regulatory classifications of genes with significant ASE.** Of all the genes that display a significant change in ASE, we categorized them based on if they showed a *cis-* regulatory effect only, *trans-* regulatory effect only, or other in either control or TM conditions for liver (A) and kidney (B).

**Supplementary Figure S11. No genotype bias in genes with significant change in ASE.** The proportion of genes with an ER stress-induced change in ASE that show an increase of the B6 or CAST allele in liver (A) or kidney (B). No genotype bias in genes that display significant change in ASE and significant change in RNA transcript levels in liver (C) or kidney (D). For genes downregulated in kidney, there is a trend towards the CAST allele contributing more towards these ASE effects. However, due to the low number of genes in this category, this bias is not significant (p=0.136).

**Supplementary Figure S12. The majority of genes showing ER stress-induced ASE are tissue-specific.** The proportion of genes that display a significant change in ASE post-ER stress that in liver, kidney, or both.

**Supplementary Table S1. ER stress induced upregulated genes.**

**Supplementary Table S2. ER stress induced downregulated genes.**

**Supplementary Table S3. GO enrichment analysis of ER-stress induced genes.**

**Supplementary Table S4. Transcription factor binding site enrichment analysis.**

**Supplementary Table S5. Tissue effects on ER stress induced expression.**

**Supplementary Table S6. GO enrichment of tissue-effect genes.**

**Supplementary Table S7. GO enrichment of genes unaffected by tissue.**

**Supplementary Table S8. ER stress-induced genes with genotype effect.**

**Supplementary Table S9. Counts for each regulatory mechanism.**

**Supplementary Table S10. B6xCAST F1 liver.**

**Supplementary Table S11. B6xCAST F1 kidney.**

**Supplementary Table S12. Allele specific expression.**

How the deposited data were processed for this re-analysis (not part of the article)

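RNA was measured in liver and kidney of male C57BL/6J (B6), CAST/EiJ (CAST) and F1 mice given TM or DMSO, in 33 samples that form 12 groups of 2 or 3. Conditions were taken from the sample records, and no sample was left out here. The paper states that samples were removed by its authors so that treated and control samples clustered apart.

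The authors aligned the reads of B6 and CAST mice to the genome of each strain with Bowtie2 2.2.9 and those of F1 mice to a masked genome with STAR 2.6. The deposited signal values are counts per gene that the authors divided by DESeq2 1.28.1 size factors, in a separate table for each genotype and tissue. The tool that counted reads is not given in the sources used here. Each table was checked for 1 factor per library that turns its values into whole numbers, and all values came within 0.01 of one. Libraries held from 3355262 to 23094521 such reads (median 13143216). Gene symbols were assigned to 50305 of 50420 gene identifiers. Gene lists were written before the values were seen.

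TM was compared with control within each table by limma 3.58.1 (moderated test with a mean-variance trend) on log2 of the normalized count plus 1, over genes with a mean normalized count of at least 5 in the samples compared. P were adjusted by the method of Benjamini and Hochberg, and a gene was called at an adjusted p below 0.05 and at least a 1.5-fold change. Tissue-dependent genes are those called in either tissue whose interaction of tissue and treatment passes 0.05 within a genotype. Genotype-dependent genes are those called in at least 1 genotype that pass limma's F-test of both interaction terms in a tissue. Tables were normalized apart, and interactions cancel a factor per table. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 35 lists within a comparison, and members were also adjusted over the list alone. Fisher's exact tests used SciPy 1.17.1. They take genes as independent, which genes measured in the same samples are not, so that their p can be too small throughout.

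The genes named in the text were chosen from 44 genes taken from the paper, up to 10 with the largest rise and 10 with the largest fall of each TM comparison and of each tissue difference, the 12 with the smallest adjusted p of each genotype test, and up to 4 of each list with the largest change. The result of 1 gene chosen by this rule is not reported here. Ranked genes had to be past the threshold with a mean normalized count of at least 50, those of a TM comparison also with TM and control values that do not overlap, and genes without a symbol and predicted genes were passed over. Genes in the overlap of the genotype-dependent genes of liver and kidney could be named if there were 15 or fewer, and some of the 10 by DESeq2 are. Values printed in the paper had been seen when this rule was set. A gene outside it that is named was chosen after its values were seen, as was Vmn2r3 where it is compared between genotypes.

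Alternatives were set before the data were examined: pseudocounts of 0.5 and 5, no filter on low counts or a mean of at least 20, TMM scaling, the median log2 fold change set to 0, limma without its trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, replicate numbers as a block, and each of 33 libraries left out in turn. Some results had others: counts over all tested genes, 2 separate fits per tissue, B6 against CAST only, the adjusted p alone, a looser rule for shared genes, and places taken from counts under TM. List tests were repeated with camera at an estimated correlation and with fry. Further alternatives, chosen after seeing the data, leave out 5 libraries with many olfactory receptor reads or use the share of such reads as a covariate. Where an arm is left with 1 sample, that sample is assumed to vary like those of the other group.

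Replicate numbers were checked as pairs through correlations of TM and control samples after the group means were removed. Samples of the same number had correlations from 0.252 to 0.477 in B6 kidney and from 0.252 to 0.533 in CAST kidney, above the limit of 0.1 set for a pair, and those of different numbers reached at most 0.151 and 0.206. In F1 kidney the lowest was -0.027, and liver tables had 2 such pairs. The paper gives 6 mice of each genotype for 18 liver and 18 kidney samples, which implies that both tissues come from the same mice, and whether a number marks a mouse is not given in the sources used here. Liver and kidney samples of the same treatment and number had correlations from 0.023 to 0.266 in B6, -0.173 to 0.271 in CAST and -0.624 to 0.537 in F1, not all above the limit. The test of tissue differences therefore takes the samples as independent, and its replicate block takes treatment and number together as the mouse.

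The fits were tested on simulated data in which 100 genes changed 4-fold and 100 changed 2-fold. Those called were 64 and 15 in B6 liver, 88 and 7 in CAST liver, 41 and 2 in F1 liver, 96 and 67 in B6 kidney, 90 and 25 in CAST kidney, and 86 and 24 in F1 kidney. Between 5 and 17 unchanged genes were called. For tissue differences the numbers were 42 and 4 in B6, 48 and 4 in CAST and 2 and 0 in F1 (16, 6 and 2 unchanged genes called), and for genotype differences 2 and 0 in liver and 77 and 21 in kidney (1 and 32). Fewer genes changed in each simulation than were called in the TM and tissue comparisons, so that the adjusted p was harder to pass there. The simulated rates can therefore be too low for those comparisons.

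Work was done in R 4.3.3 and Python 3.11.15 with pandas 2.3.3 and NumPy 2.4.6. Allele counts and the assignment of cis and trans effects were not analysed here.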

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

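The tests of genomic DNA and of low depth and those with regrouped samples were chosen only after the results were seen.

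Responses to TM differed between liver and kidney for 767 genes in B6, 529 in CAST and 286 in F1 by limma's test of the interaction. In kidney, responses of 17 genes differed between genotypes. With the mean of each genotype removed, so that strain differences add no spread, 1 of 100 draws of genotype labels within treatment gave as many genes, the real one with 17. The highest of the others gave 0. With TM and control samples of a replicate number kept together, 1 of 100 draws also gave as many, and the highest of the others gave 9. These draws do not exclude chance for this count or for single genes, since they took only genes called with TM under the real genotype labels. In simulated data this test also called 32 unchanged genes, beside 77 and 21 of 100 genes changed 4-fold and 2-fold. The other counts are of groups with 2 samples and were not regrouped.

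For TM against control in kidney, each set of 6 samples has 10 splits into 3 and 3, too few for a share under 0.05. The real split called 2161 genes higher and 1726 lower in B6, 1893 and 1023 in CAST and 1815 and 618 in F1, each reached by 1 split, and the highest of the others was 0. In B6 and CAST kidney, where replicate numbers pair the samples, the 3 others that part as many pairs also called 0. Those splits hold both TM and control samples in each group.

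Genes of olfactory and vomeronasal receptors, which the paper does not discuss, took over 400 CPM in 5 samples of liver and kidney when reads on repeat-like gene models were left out: 539 in B6 liver control 2, 818 in B6 liver TM 3, 508 in F1 liver control 2, 2368 in F1 liver TM 2 and 1275 in F1 kidney control 1. Gm10800, a predicted gene of repeat-like sequence, took 61.5% of the reads of F1 liver control 2. Over all reads of that library the receptor genes had 85.6 CPM, fewer than the 278 in F1 liver TM 1, which is not among the 5.

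Low sequencing depth is argued against as the whole cause of these receptor reads, since 4 other libraries had fewer reads outside repeat-like gene models than the deepest of the 5 and took 96.0 CPM in B6 liver TM 1, 62.0 in B6 kidney TM 2, 120 in CAST liver TM 2 and 68.2 in CAST liver TM 3. A part of low depth stays open, since F1 kidney control 1 and F1 liver control 2 have the fewest such reads of all, 3298571 and 3892991, and a test by rank within each table, replaced by this one after its result was seen, had left depth open. If reads came from genomic DNA, they would spread over receptor genes by exon length, and the 5 libraries had a median of 80.8% of the receptor genes expected from such a draw (53.2% to 99.1%, against 42.4% in the 28 others), which leaves it open. RNA from olfactory tissue would bring its marker genes Omp, Cnga2, Stoml3 and Gng13 far above the receptors, and the ratio per kb was 3.14 (0.751 to 8.35, against 2.43 in the others), between the bounds set for yes and no, so that it stays open too. The 5 come from TM and control groups of both tissues and from B6 and F1 only, and no biological explanation was tested.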

How the results depend on the processing

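The alternatives that leave out the 5 libraries with many receptor reads or use the receptor read share as a covariate were chosen only after the results were seen. Of 8925 values for the 477 results on named genes under all alternatives, 8302 kept direction and side of the threshold, 480 lost a call, 141 gained one and 2 reversed. The lost calls include 122 without limma's trend, 45 with the covariate, 25 with a replicate block, 19 without the filter on low counts and 16 by edgeR. Both reversals are of Egln3 in B6 liver, whose log2 fold change of -0.26 is not called and was 1.32 without the 5 libraries and 1.33 without B6 liver TM 3, in a range of -1.86 to 1.33 with 1 library left out. Of 933 values for 311 list results, 692 stayed, 228 lost the call and 13 gained it. Counts, shares and mean differences (605 values) stayed within 1.5 times or 1 SD for 393, moved for 211 and reversed for 1. Leaving out a TM or control sample of liver can leave an arm of 1 sample, which is assumed to vary like the other samples. A replicate block applies to all tables, although numbers pair samples only in B6 and CAST kidney, and with it no gene is tissue-dependent in F1, so that no mean difference could be given there. Depth limits what can be called near a mean of 5 reads, and F1 kidney control 1 had 3355262 reads. Where values moved, the cause was not tested, except that leaving out a library leaves fewer samples.

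Without limma's trend there were 0 genes higher and 0 lower in B6 liver, 1086 lower in CAST liver, 0 higher and 0 lower in F1 liver, 635 higher and 254 lower in F1 kidney, 124 tissue-dependent genes in B6, 296 in CAST and 8 in F1, a liver minus kidney mean of -4.18 in F1, 10 genotype-dependent genes in kidney, 0% of higher genes shared by all genotypes in liver and 23.3% in kidney, and 25% of outermost places for F1. With a replicate block there were 2050 genes higher and 2883 lower in B6 liver, 1590 higher and 1602 lower in F1 liver, 2122 lower in CAST kidney, 1356 lower in F1 kidney, 0 tissue-dependent genes in F1, a liver minus kidney mean of -1.14 in B6 and -0.65 in CAST, and 4 genotype-dependent genes in liver and 44 in kidney. No filter on low counts gave 121 genes higher and 115 lower in F1 liver, 135 tissue-dependent genes in F1, and 6.26% of higher genes shared by all genotypes in liver. TMM scaling gave 1441 genes lower in F1 liver, 527 tissue-dependent genes in F1, and a liver minus kidney mean of -0.73 in CAST. DESeq2 on recovered reads gave 1559 tissue-dependent genes in B6, 1005 in CAST and 1126 in F1, a liver minus kidney mean of -0.65 in B6, 98 genotype-dependent genes in liver and 108 in kidney, 10 genotype-dependent in both tissues, and 21.5% of outermost places for F1. With the median log2 fold change set to 0 there were 782 tissue-dependent genes in F1, and a liver minus kidney mean of -0.30 in CAST. EdgeR on recovered reads gave 18 tissue-dependent genes in F1, a liver minus kidney mean of -0.73 in CAST, and 10% of outermost places for F1. A mean of at least 20 gave 435 tissue-dependent genes in F1, 3 genotype-dependent genes in liver, and 7.14% of outermost places for F1. In 2 separate fits there were 434 tissue-dependent genes in F1. A pseudocount of 5 gave 5 genotype-dependent genes in liver and 41 in kidney, and 1 genotype-dependent in both tissues. B6 against CAST only gave 5 genotype-dependent genes in liver. When a gene called in 1 genotype had to reach an unadjusted p below 0.05 in the others, there were 51.1% of higher genes shared by all genotypes in liver and 64% in kidney. Places by mean normalized count under TM gave 32.4% of outermost places for F1. Lists that passed by camera with an estimated correlation numbered 0 for B6 liver, CAST liver, F1 liver, B6 kidney, tissue difference of B6, tissue difference of CAST and tissue difference of F1, 6 for CAST kidney and 1 for F1 kidney, and those by fry 15 for B6 liver, 0 for F1 liver, 9 for B6 kidney, 7 for tissue difference of B6 and 5 for tissue difference of CAST and tissue difference of F1. Limma without its trend calls no gene in B6 and F1 liver, where edgeR and DESeq2 gave counts within 1.5 times of those reported.

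Leaving out the 5 libraries with many receptor reads gave 3402 genes higher and 3453 lower in B6 liver, 2851 higher and 2769 lower in F1 liver, 1584 lower in F1 kidney, 2994 tissue-dependent genes in B6 and 2458 in F1, a liver minus kidney mean of -0.36 in B6 and -0.28 in F1, 135 genotype-dependent genes in liver and 34 in kidney, and 1 genotype-dependent in both tissues. The receptor read share as a covariate gave 2659 genes higher and 2409 lower in B6 liver, 664 higher and 637 lower in CAST liver, 2089 higher in F1 liver, 905 higher and 294 lower in B6 kidney, 824 higher and 316 lower in CAST kidney, 1070 lower in F1 kidney, 1825 tissue-dependent genes in B6 and 2 in CAST, a liver minus kidney mean of -0.37 in B6, -4.23 in CAST and 0.31 in F1, 8 genotype-dependent genes in liver, and 14.2% of higher genes shared by all genotypes in liver and 29.1% in kidney. With the covariate the F1 mean difference between tissues reversed, from -1.46 to 0.31. In CAST liver and B6 kidney the share parts TM from control samples, so that lower counts there do not show an effect of receptor reads. Leaving out 1 library gave, with TM, B6 liver 482 to 1147 higher and 690 to 1684 lower, CAST liver 1198 to 1686 higher and 982 to 1615 lower, F1 liver 131 to 1545 higher and 342 to 1946 lower, B6 kidney 1848 to 2272 higher and 1256 to 1709 lower, CAST kidney 1039 to 2045 higher and 451 to 1214 lower, and F1 kidney 836 to 2328 higher and 248 to 1584 lower. Tissue-dependent genes then numbered 363 to 1329 in B6, 231 to 499 in CAST and 74 to 1450 in F1, with liver minus kidney means of -1.28 to -0.53 in B6, -0.75 to -0.39 in CAST and -2.06 to -0.34 in F1. Genotype-dependent genes numbered 0 to 32 in liver, 7 to 34 in kidney and 0 in both, the share of genes higher in all genotypes was 5.74% to 29.2% in liver and 27.6% to 39.2% in kidney, and F1 was outermost in 11.5% to 23.1%.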

Differences from the paper's values

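The errors given are those of the values here, for gene values the SE and for means and shares the SD over values with 1 library left out, a definition set after a first version had been seen. A count or percent is within reach of the paper's at up to 1.5 times, and a log2 value within the error, which for a gene is the SE of each alternative. The alternatives set before the data were examined are pseudocounts of 0.5 and 5, no filter on low counts, a mean of at least 20, TMM scaling, the median log2 fold change set to 0, limma without its trend, edgeR, DESeq2, a replicate block and the samples without each library in turn. For each value those within reach are named with their own value, and all others of these are outside. Counts use the paper's thresholds of an adjusted p below 0.05 and a 1.5-fold change for TM responses.

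For genes higher with TM in F1 liver the paper gives 1330, and 777 was found here. It is within reach with a mean of at least 20 (1101), DESeq2 (1032) and a replicate block (1590), and without F1 liver control 2 (1545), and not under the others. The paper has 1726 for genes lower with TM in F1 liver, against 943 here. Within reach of it are the values with a mean of at least 20 (1377), TMM scaling (1441), the median set to 0 (1305), edgeR (1169), DESeq2 (1372) and a replicate block (1602), and without F1 liver control 2 (1946).

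Against the paper's 1751 for tissue-dependent genes in B6, the value here was 767. The paper is reached with DESeq2 (1559), and without B6 liver control 2 (1329), but not otherwise. The receptor read share as a covariate, chosen after seeing the values, gives 1825 and drops 0 of the genes the paper names there, since Wfs1 keeps its call. For tissue-dependent genes in CAST the paper gives 1054, and 529 was found here. Alternatives within reach are a pseudocount of 5 (754) and DESeq2 (1005). The paper has 1130 for tissue-dependent genes in F1, against 286 here. It is within reach with the median set to 0 (782) and DESeq2 (1126), and without F1 liver control 2 (1450), and not under the others. Against the paper's 34% for their percent of changed genes in B6, the value here was 14.9%. Within reach of it is the value with DESeq2 (27.6), and without B6 liver control 2 (24.5). For their percent of changed genes in CAST the paper gives 21%, and 10.1% was found here. The paper is reached with a pseudocount of 5 (14.2) and DESeq2 (17.3), but not otherwise. The paper has 24% for their percent of changed genes in F1, against 8.2% here. Alternatives within reach are the median set to 0 (17.7) and DESeq2 (24.8), and without F1 liver control 2 (28.5).

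Against the paper's -0.45 for the mean log2 fold change of tissue-dependent genes in B6 liver, the value here was -0.66 (error 0.156). It is within reach with edgeR (-0.53) and DESeq2 (-0.48), and without B6 liver control 1 (-0.48), control 2 (-0.41) and control 3 (-0.55), and not under the others. For the mean log2 fold change of tissue-dependent genes in CAST kidney the paper gives 0.17, and 0.25 was found here (error 0.056). Within reach of it are the values with a pseudocount of 5 (0.20), edgeR (0.17), DESeq2 (0.14) and a replicate block (0.20), and without CAST liver TM 1 (0.13) and control 2 (0.22). The paper has 0.15 for the mean log2 fold change of tissue-dependent genes in F1 kidney, against 0.43 here (error 0.213). The paper is reached with a mean of at least 20 (0.35), TMM scaling (0.31) and DESeq2 (0.27), and without F1 kidney control 1 (0.36) or F1 liver control 2 (0.019), but not otherwise. Against the paper's -0.62 for the mean log2 fold change of tissue-dependent genes in F1 liver, the value here was -1.03 (error 0.407). Alternatives within reach are a pseudocount of 0.5 (-1.03), a pseudocount of 5 (-0.92), no filter (-0.95), edgeR (-1.0) and DESeq2 (-0.67). So are the values without F1 kidney control 1 (-0.92) or F1 liver TM 2 (-0.43), control 1 (-0.97), control 2 (-0.33) and control 3 (-0.82).

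For genes higher with TM in all 3 genotypes in liver the paper gives 830, and 528 was found here. It is within reach with a mean of at least 20 (654), DESeq2 (710) and a replicate block (859), and without F1 liver control 2 (623), and not under the others. The looser rule for shared genes (1110) is also within reach. The paper has 91 for genotype-dependent genes in liver, against 0 here. Within reach of it is the value with DESeq2 (98). Leaving out the 5 libraries with many receptor reads, chosen after seeing the values, gives 135 and drops 4 of the 6 liver genes the paper names, namely Zc3hav1 (adjusted p = 0.0714), Nlrp6 (0.214), Mrs2 (0.0556) and Ces1f (0.0719). Against the paper's 117 for genotype-dependent genes in kidney, the value here was 17. The paper is reached with DESeq2 (108), but not otherwise. For genotype-dependent genes shared by both tissues the paper gives 9, and 0 was found here. The alternative within reach is DESeq2 (10). The paper has 23% for the percent of outermost places held by F1 over both tissues, described as places of expression, against 13.3% here by log2 fold change (error 3.1). It is within reach with the median set to 0 (15.6), limma without its trend (25) and DESeq2 (21.5), and without B6 kidney TM 1 (16.7), TM 2 (18.2), TM 3 (16.7), control 1 (23.1), control 2 (18.8) and control 3 (18.8), B6 liver TM 3 (15.9), CAST kidney TM 1 (19.2), TM 2 (16.7) and control 2 (22.2), CAST liver control 2 (17.6), F1 kidney TM 2 (22.7), control 1 (15.5) and control 3 (16.7), and not under the others. The share over all tested genes (15.6%) is also within reach. Places by mean normalized count under TM (32.4%) are within 1.5 times as well, but they lie near the share given above for random places. They therefore do not show F1 as the genotype least often outermost.

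Against the paper's -0.145 for the log2 fold change of Mrs2 in B6 liver, the value here was -0.42 (error 0.272). Within reach of it are the values with no filter (-0.42) and TMM scaling (-0.41), and without B6 liver TM 1 (-0.37), TM 3 (-0.48), control 1 (-0.39) and control 3 (-0.41).

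The paper names Rsad2, Tlr12, Zc3hav1, Nlrp6, Mrs2 and Ces1f as genes with a genotype-dependent response in liver, and limma does not call them (adjusted p = 0.32, 0.0733, 0.707, 0.813, 0.614 and 0.288). DESeq2 on recovered reads calls each of them (0.0057, 1.1e-04, 6.3e-04, 0.0386, 5.0e-06 and 1.1e-07). Tlr12 is also called with a pseudocount of 5 (0.0474), with a mean of at least 20 required (0.0417), without B6 liver TM 3 (0.0225), without B6 liver control 2 (0.0223) and without F1 liver control 2 (0.0268), and, in alternatives chosen after seeing the values, without the 5 libraries (0.0077) and with the receptor read share as a covariate (0.0383), as is Rsad2 without the 5 libraries (0.0379). Zc3hav1 passes limma's test in kidney instead (adjusted p = 0.0038).

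In kidney the paper names Slc7a5, which limma calls as well, and Cib1, Egln3, Jdp2, Sil1, Cd36, Alcam, Tapbpl and Ces1f, which it does not (adjusted p = 0.411, 0.348, 0.238, 0.363, 0.524, 0.0512, 0.372 and 0.415). DESeq2 calls these 8 too (0.0183, 0.0475, 0.0219, 0.0219, 0.0063, 3.6e-04, 0.0215 and 0.0303). Alcam is also called by limma with a pseudocount of 5 (0.0337), with a mean of at least 20 required (0.049), with TMM scaling (0.0427), with the median log2 fold change set to 0 (0.041), with a replicate block (0.0234), without CAST kidney control 3 (0.0118) and without F1 kidney control 1 (0.0232), and, in alternatives chosen after seeing the values, without the 5 libraries (0.0232) and with the receptor read share as a covariate (0.0435).

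The paper reports falls of Fmo1 and changes of Timp3 in F1 kidney, and limma calls neither. Fmo1 has -0.52 (adjusted p = 0.311) and is called without F1 kidney control 1 (-0.76) and, in an alternative chosen after seeing the values, without the 5 libraries. Timp3 has 1.25 (adjusted p = 0.0748) and is called by DESeq2, with a mean of at least 20 required, with the median log2 fold change set to 0 (1.38), by edgeR (1.16) and without F1 kidney control 1 (0.97), and also without the 5 libraries, chosen after seeing the values. The paper's lipid terms among tissue-dependent genes of CAST and oxidation of fatty acids in F1 were not over-represented on the smaller lists used here (adjusted p = 0.0811 and 0.188, one-sided Fisher's exact test). Camera on the tissue differences gave adjusted p = 0.00662 for lipid synthesis in CAST and 3.2e-22 for fatty acid oxidation in F1 (0.34 and 0.229 with an estimated correlation), and 28 of 29 genes of the latter had a lower response in liver when adjusted over the list alone.

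Of the 1310 genes the paper lists as higher in B6 liver, 938 are called here, of 1761 listed as lower 1229, of 1920 listed as higher in CAST liver 1670, of 1330 listed as higher in F1 liver 703 and of 1489 listed as lower in B6 kidney 1377. DESeq2 calls 1240, 1684, 1841, 964 and 1394 of them. By limma 1299 of 1299 and 1746 of 1746 tested genes of the lists for B6 liver have the sign the paper gives, as have 1887 of 1887 in CAST liver, 1295 of 1297 in F1 liver and 1474 of 1474 in B6 kidney. The list for CAST liver holds 1920 genes where the text of the paper gives 1900.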

Other observations

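The effect of the 5 libraries on the count of genes in F1 liver was a test chosen only after the result was seen, and the other tests here were set before it.

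Some hepatocyte identity factors fell with TM in liver, a fall that the paper does not describe. Of 13 measured, 6 were called lower in B6 (10 adjusted over the list alone), 7 in CAST (8; 1 higher) and 5 in F1 (5). Foxa2, which opens chromatin at liver genes, had log2 fold changes of -2.66, -2.19 and -2.27 (adjusted p = 5.1e-04, 6.1e-04 and 0.005), and Cebpa, a regulator of liver metabolism, -2.55, -1.34 and -2.12 (4.2e-04, 0.0132 and 0.0057). Hnf4a did not pass in any liver. Of 17 drug-metabolising enzymes, 11 were called lower in B6, 8 in CAST and 3 in F1 liver (15, 9 and 10 adjusted over the list alone). Every TM sample was below every control sample for the calls of Foxa2 and Cebpa. Camera on the identity factors gave adjusted p = 3.1e-08, 7.3e-04 and 1.6e-06 in B6, CAST and F1, and 0.156, 0.281 and 0.39 with an estimated correlation. Foxa2 in F1 liver lost the call without the filter on low counts, without limma's trend, without F1 liver TM 1 (-2.66) and control 1 (-2.01), Foxa2 in B6 liver and Cebpa in B6 liver lost it without limma's trend, Cebpa in CAST liver lost it without limma's trend and without CAST liver control 2 (-1.17), and Cebpa in F1 liver lost it without the filter on low counts, without limma's trend and without F1 liver TM 2 (-1.60).

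Of 18 clock genes, 3 were called higher and 5 lower in B6 liver, 1 and 2 in CAST liver, and 3 and 5 in F1 liver. In B6 liver Arntl, the core activator of the clock, rose by 4.05 (adjusted p = 9.7e-05) and the clock outputs Hlf, Per3 and Dbp had -3.52, -3.10 and -2.79 (adjusted p = 6.9e-04, 0.0013 and 5.1e-04), with TM and control samples apart, calls that end without limma's trend. In CAST liver Hlf passed (adjusted p = 5.2e-04) and Arntl, Per3 and Dbp did not (0.422, 0.299 and 0.803). Camera on the list gave adjusted p = 0.0759 in B6 liver, 0.604 in CAST liver and 0.0311 in F1 liver (0.365, 0.69 and 0.476 with an estimated correlation), and the hour of collection is not given in the sources used here. In kidney, immediate early genes, which signal growth, were called higher, 7 of 9 in B6, 7 of 9 in CAST and 6 of 10 in F1 (7, 7 and 8 adjusted over the list alone). In liver 3 of 10 were in B6, 3 of 9 in CAST and 2 of 10 in F1. Camera on the difference between tissues gave adjusted p = 0.00116 in B6, 0.116 in CAST and 3.55e-05 in F1, with the lower response in liver, but 0.185, 0.5 and 0.162 with an estimated correlation, so that a larger response of the list in kidney is not settled. Myc, a driver of growth, rose by 3.15 (adjusted p = 2.3e-04) in CAST liver and in kidney by 4.40, 4.38 and 3.66 (adjusted p = 5.5e-06, 6.7e-05 and 3.0e-05), with all TM samples above controls. Havcr1, the marker of tubule injury KIM-1, rose in CAST kidney by 2.73 (adjusted p = 5.1e-04) and in F1 kidney by 2.97 (0.0051), and had 1.86 (0.196) in B6 kidney, with no difference between genotypes past the threshold (adjusted p = 0.989, limma's F-test). The F1 kidney call of Havcr1 ends without limma's trend.

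Vmn2r3, annotated as a vomeronasal receptor, rose with TM by 5.45 (adjusted p = 3.1e-04) in CAST liver, where no library had many receptor reads, with all TM samples above controls. Acot2, a mitochondrial thioesterase, rose by 2.80 and 2.83 in B6 and CAST liver and by 3.13, 3.28 and 3.33 in B6, CAST and F1 kidney (adjusted p = 3.4e-04, 4.7e-04, 2.3e-05, 2.3e-04 and 8.3e-05), with TM and control samples apart. In F1 liver it had 1.72 (adjusted p = 0.0293). Of 24 genes of N-linked glycosylation, the step that TM blocks, 6, 13 and 6 were called higher in B6, CAST and F1 liver and 11, 12 and 14 in kidney. Genes of erythroid cells had 3 of 5 lower in F1 liver (5 adjusted over the list alone).

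Fewer genes were called with TM in F1 liver, 1720, than in CAST liver, 3673. Over 1725 genes called the same way in B6 and CAST liver the slope of F1 on the mean of both was 0.986 (SE 0.0069). This argues against smaller fold changes in F1 liver for these genes, though the SE takes genes of the same samples as independent. CAST liver, with more calls, had a slope of 0.833. Genes called in CAST liver alone, 934 of 1159 called higher in 1 genotype, are not covered. Smaller fold changes of those genes in F1 liver stay open. Spread from libraries with many receptor reads may contribute, as 5620 genes were called without F1 liver TM 2 and control 2, but leaving out TM 1 and control 2 gave 4081, and the 4 other pairs gave 0, 217, 377 and 328. It stays open by a rule extended after these counts were seen. In B6 liver such pairs gave 6855 with both receptor libraries left out and 614 to 1804 with others, and a true difference between genotypes stays open as untested.

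In liver, DESeq2 called 98 genes as genotype-dependent and limma and edgeR 0, and 95 of the 98 had an unadjusted p below 0.05 by limma. Low counts are argued against, as the median of their mean counts, 354 against 218.5 for genes called with TM, lies at the 63.6 percentile of the latter. Spread from the libraries with many receptor reads is left open, because 26.5% (26 of 98) pass limma's test without these 5 libraries, short of the 50% set for yes and above the 10% set for no. A true difference between genotypes in liver stays open as well.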
